# Pigment epithelium-derived factor promotes peritoneal dissemination of ovarian cancer through induction of immunosuppressive macrophages

**DOI:** 10.1038/s42003-022-03837-4

**Published:** 2022-09-02

**Authors:** Sayaka Ueno, Tamotsu Sudo, Hideyuki Saya, Eiji Sugihara

**Keywords:** Cancer microenvironment, Ovarian cancer, Tumour biomarkers

## Abstract

Peritoneal dissemination of ovarian cancer (OC) correlates with poor prognosis, but the mechanisms underlying the escape of OC cells from the intraperitoneal immune system have remained unknown. We here identify pigment epithelium–derived factor (PEDF) as a promoting factor of OC dissemination, which functions through induction of CD206^+^ Interleukin-10 (IL-10)–producing macrophages. High PEDF gene expression in tumors is associated with poor prognosis in OC patients. Concentrations of PEDF in ascites and serum are significantly higher in OC patients than those with more benign tumors and correlated with early recurrence of OC patients, suggesting that PEDF might serve as a prognostic biomarker. Bromodomain and extraterminal (BET) inhibitors reduce PEDF expression and limit both OC cell survival and CD206^+^ macrophage induction in the peritoneal cavity. Our results thus implicate PEDF as a driver of OC dissemination and identify a BET protein–PEDF–IL-10 axis as a promising therapeutic target for OC.

## Abstract (web summary)

Endogenously expressed pigment epithelium–derived factor (PEDF) promotes increased survival of ovarian cancer cells in the peritoneal cavity by inducing IL-10 expression in CD206 ^+^ peritoneal macrophages.

## Introduction

Ovarian cancer (OC) is the most lethal disease among all gynecologic malignancies, with a 5-year survival rate of 45%^1^. Due to a lack of clinical symptoms during development, ~70% of women with OC are diagnosed at an advanced stage of the disease, at which time the tumor has likely disseminated widely^2^. The peritoneum, including the omentum and pelvic and abdominal viscera, is the most common site for such dissemination^2^. OC is treated with a combination of cytoreductive surgery and platinum-based chemotherapy. Although most OC patients respond to standard therapeutic modalities, most of those who present with advanced disease undergo relapse, with a median time to recurrence of 16 months^3^. The most important prognostic indicator in women with advanced OC is the residual tumor volume after surgical debulking^4,5^. However, the absence of visible residual disease does not mean that no residual disease is present after surgery, as indicated by the fact that ~70% of first relapses are localized to the peritoneal cavity^6,7^. New strategies to treat peritoneal dissemination of OC are thus urgently needed.

The peritoneal cavity is an immunologically complex environment that includes immune aggregates in the peritoneal wall, mesentery, and omentum as well as free immune cells in the peritoneal fluid^8^. This fluid, which facilitates frictionless movement of abdominal organs, also distributes various immune cell subsets throughout the peritoneal cavity. Immune cells in the peritoneal fluid are comprised of mostly monocytes, macrophages, and B1 lymphocytes^8–10^, all of which contribute to the elimination of pathogens. However, how OC cells escape from such intraperitoneal immune surveillance is unclear. Characterization of the underlying mechanisms within the immune context might inform the development of new treatment strategies for patients with OC.

Pigment epithelium-derived factor (PEDF) is a 50-kDa secreted glycoprotein that belongs to the family of serine protease inhibitors and was initially isolated from medium conditioned by cultured retinal pigment epithelial cells^11,12^. PEDF exerts a range of biological effects associated with many physiological and pathophysiological processes^13,14^. It has been found to have antiangiogenic, antitumorigenic, and antimetastatic roles in several types of cancer, including pancreatic carcinoma, melanoma, prostate cancer, and glioma^15–18^. Its expression was shown to be higher in hepatocellular carcinoma tissue than in adjacent normal tissue, and its concentration was higher in serum samples from patients with such tumors than in those from control subjects^19,20^. Circulating PEDF levels were also found to be significantly higher in patients with gastric cancer than in those with gastric precancerous lesions or in healthy individuals^21^. In addition, PEDF was shown to promote the stemness and self-renewal properties of glioma stem cells^22^. These various observations indicate that the functions of PEDF are diverse, complicated, and site-specific, with its role in OC remaining unknown.

In the present study, we show that PEDF promotes OC dissemination through induction of CD206^+^ Interleukin-10 (IL-10)-producing macrophages in the peritoneal cavity in mouse models. This protumor role of PEDF was indicated in humans where elevated serum and ascites PEDF levels in OC patients correlated with early OC recurrence. BET inhibitors suppress PEDF expression and limit both OC cell survival and induction of immunosuppressive macrophages in the peritoneal cavity. Together, this study highlights the important roles of PEDF in OC dissemination, the potential application of serum PEDF as a biomarker to predict worse prognosis, and novel promising therapeutic target for OC, that is, a BET protein-PEDF–IL-10 axis.

## Results

### Establishment of a highly disseminating mouse OC cell line

To characterize the mechanisms by which OC cells disseminate into the peritoneal cavity, we established a new cell line through in vivo selection of ID8 mouse OC cells that express GFP (ID8G cells). Tumors and ascites fluid developed in syngeneic C57BL/6 J mice 3–4 months after i.p. injection of ID8G cells. Cells isolated from omental tumors by FACS were termed GO cells and were subsequently recycled with i.p. injection. GFP-positive cells isolated from the resulting omental tumors were designated GO2 cells (Fig. 1a).

**Fig. 1:**
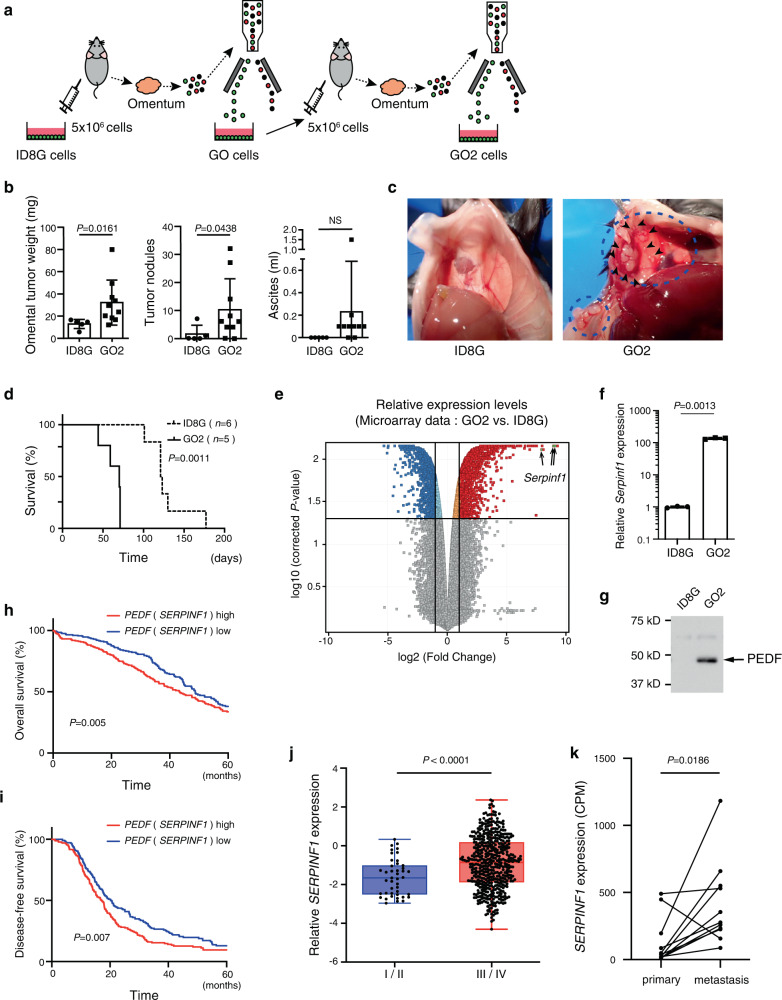
Pigment epithelium-derived factor (PEDF) is closely associated with increased intraperitoneal dissemination and prognosis in OC. **a** Generation of a mouse ovarian tumor model based on the injection of GFP^+^ omental tumor cells into the peritoneal cavity. **b** Omental tumor weight, the number of tumor nodules, and the volume of ascites fluid in C57BL/6 J mice at 70 days after i.p. injection of ID8G (*n* = 5 mice) or GO2 (*n* = 10 mice) cells. Data are means ± SD. **c** Representative macroscopic appearance of the peritoneum at 70 days after ID8G or GO2 cell injection. The blue dashed circle and black arrowheads indicate disseminated tumors. **d** Survival curves for mice injected with ID8G or GO2 cells (*n* = 5 each). The *P* value was determined with the log-rank test. **e** Volcano plot of the microarray data representing differentially expressed genes for GO2 cells versus ID8G cells. The data for all genes is plotted as log2 fold change versus the −log10 of the corrected *p* value. Thresholds are shown as lines on X-axis and Y-axis (fold change = 2.0, *P* value = 0.05, respectively). **f** RT-qPCR analysis of PEDF mRNA in ID8G and GO2 cells. **g** Immunoblot analysis of PEDF in culture supernatants of ID8G and GO2 cells. **h**, **i** Kaplan–Meier analysis of overall survival (**h**) and disease-free survival (**i**) for 529 patients with ovarian serous adenocarcinoma and high or low expression of the PEDF gene (*SERPINF1*) in TCGA. The expression cutoff was the median, and the *P* values were determined with the Wilcoxon test. **j** *SERPINF1* expression in tumor specimens of patients with early (I/II)–stage or late (III/IV)–stage OC in TCGA (*n* = 534). Data are presented as box-and-whisker plots, with the boxes indicating the median and quartile values and the bars indicating the range. **k** *SERPINF1* expression in 11 matched pairs of primary and metastatic human ovarian cancer samples based on the RNA-sequencing dataset^60^. Data were analyzed by Wilcoxon matched pairs signed rank test. Data for **b**, **f**, **j** were analyzed by unpaired *t* test with Welch’s correction.

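The array holds 3 probes for Serpinf1, and all 3 were called higher in GO2 cells. The brightest, A_51_P517075, had a log2 level of -3.71 ± 0.21 (SD) in ID8G cells and 5.22 ± 0.06 in GO2 cells, at least 8.89 higher on the log2 scale. This corresponds to at least 475-fold, where the paper's value for this probe is 485.307. The probe A_52_P35048 was at least 62.6-fold higher, where the paper's value is 242.44. No Serpinf1 probe was well above background on an ID8G array, and each was on both GO2 arrays. The adjusted p of the brightest probe was 0.000182 with limma. It was 0.135 with the t-test that the methods state for group comparisons, though not for the arrays. Over all probes tested, the smallest adjusted p was 0.000182 (limma).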

Omental tumor weight and the number of tumor nodules in the peritoneal cavity at 70 days were markedly increased in mice injected with GO2 cells than for those injected with ID8G cells (Fig. 1b, c). The volume of ascites fluid was also greater for mice injected with GO2 cells than for those injected with ID8G cells, although this difference was not statistically significant. In addition, mice injected with GO2 cells had significantly shorter median survival time compared with those injected with ID8G cells (70 versus 122 days, *P* = 0.0011) (Fig. 1d). These results thus indicate that the metastatic potential of GO2 cells is markedly greater than that of parental ID8G cells.

### Expression of the PEDF gene is associated with prognosis in OC

To identify genes that give rise to the enhanced metastatic potential of GO2 cells, we examined differences in gene expression profiles between ID8G cells and GO2 cells. 

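RNA was measured in ID8G cells, which are ID8 mouse ovarian cancer cells expressing GFP, and in GO2 cells, which passed through 2 rounds of growth as omental tumors. Each cell line was measured on 2 Agilent arrays, with Cy3-labeled cRNA and 1 color per array. The authors deposited the intensity of every spot as read by the scanner software, corrected for background and not normalized between arrays. They also deposited log2 values from GeneSpring. Those values equal the log2 intensity minus the 75th percentile of the array, with the median of each probe over the 4 arrays subtracted. The paper's text names GeneSpring but not its normalization, filter or test. Each array carried 59305 spots for 56605 probes that are not controls. The scanner software called 27502 and 28834 of these probes well above background on the ID8G arrays, and 28335 and 28841 on the GO2 arrays. Starting from the intensities, spots marked as outliers by the scanner software were left out, and the log2 intensity minus the 75th percentile of its array was used as the expression level. Probes well above background on both arrays of ID8G cells or of GO2 cells were compared with limma. Differential expression required a Benjamini-Hochberg adjusted p below 0.05 and a mean difference of at least 2-fold. Where a cell line was not well above background on both arrays, its fold is given as a lower bound. For this bound only, its level was raised to the lowest signal called well above background on each array. The test and the calls used the levels as measured. The number of arrays limits the precision. With 2 arrays against 2, a two-sided exact permutation test of a single probe cannot give a p below 0.333, so the adjusted p values rest on the variance that limma pools across probes.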

We identified 723 genes whose expression level was at least twice as high in GO2 cells than in ID8G cells (Fig. 1e, Supplementary Data 1). 

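In the comparison of 28368 probes, 1277 probes were called higher in GO2 cells and 947 were called lower. With every lower level raised to the lowest signal well above background, 1030 of the 1277 and 795 of the 947 were called again. Calls can thus rest on signal that was not well above background. The higher probes belong to 1064 distinct gene names, of which 897 are gene symbols and the others are identifiers without a symbol in the reference. The lower probes belong to 826 gene names, and no gene had probes called in both directions. Of the 1277 higher probes, 663 were well above background in both cell lines. The other 614 were not well above background on both ID8G arrays. The paper's Supplementary Data 1 lists 926 probes with 724 distinct symbols. Of these probes, 846 passed the filter on signal, and all 846 were called higher in GO2 cells. A further 431 called probes are not in the paper's list. For 350 of the 926 listed probes, ID8G cells were not well above background on at least 1 array. The t-test that the methods state for group comparisons, though not for the arrays, was applied to the same values. It moved these counts most and called 0 probes higher and 3 lower after Benjamini-Hochberg adjustment. At an unadjusted p below 0.05 it called 1001 higher and 728 lower, and limma called 1320 and 986.

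Among probes well above background on all 4 arrays, the largest increase was in Col1a2 (A_51_P182303). Its level was -3.14 ± 0.30 (SD) in ID8G cells and 4.34 ± 0.00 in GO2 cells on the log2 scale, a difference of 7.49 (standard error 0.15, limma adjusted p = 0.000207). Igfbp2 was higher by 6.48, Cxcl1 by 6.05, Acta2 by 5.64, Cthrc1 by 5.53, Spon2 by 5.20, Col1a1 by 5.05, Cd24a by 4.94 and Igfbp3 by 4.57, each on the log2 scale. The standard errors of these 8 differences lie between 0.06 and 0.19, and the adjusted p values between 0.000182 and 0.000302. The probes of Acta2 disagreed, since the probe with the highest signal was higher by 0.30 only and was not called. The Col1a1 probe with the highest signal differed by 4.69. The tenth is a probe named only by its position on chromosome 8 of mm9, 67552315 to 67561235, which was higher by 4.52. In the same probes, the largest decreases were in Bcl2l14, at -5.34, Onecut2, at -4.03, Prelp, at -3.92, Ccm2l, at -3.90, and Tnnt2, at -3.80, with standard errors between 0.05 and 0.25. These probes were chosen among those whose GO2 arrays both lay on the same side of both ID8G arrays.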

To evaluate the clinical relevance of the top 10 most up-regulated genes in GO2 cells, we assessed their relation to patient survival in a cohort of 531 patients with high-grade serous OC in The Cancer Genome Atlas (TCGA). 

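The first 10 genes of the paper's Supplementary Data 1 by fold are Col8a1, Serpinf1, Cd302, Ddr2, Col1a2, Fbln5, Casp1, Gm1673, Apbb1ip and Kcnmb4. The listed probe of each was higher on both GO2 arrays than on both ID8G arrays and was called. Col1a2 is the single one of them that was well above background in ID8G cells, with a measured fold of 180 against the paper's 179.3. Both folds come from the same arrays and scaling, so their match is no independent check. Its ID8G intensities were 88.3 and 65.3, where the lowest called well above background were 58.4 and 47.2. With normexp background correction its fold was 76.6. For the other 9 genes the ID8G signal was not well above background on either array, which leaves a lower bound. Col8a1 (A_52_P282058) was -5.80 ± 0.21 (SD) in ID8G cells and 3.45 ± 0.02 in GO2 cells, which is at least 139-fold higher, where the paper's value is 608.442. Serpinf1 (A_66_P130497) was at least 158-fold higher by its listed probe, where the paper's value is 523.793. Cd302 was at least 77.8-fold higher, Ddr2 at least 50.0-fold, Casp1 at least 36.0-fold and Fbln5 at least 35.9-fold. For Gm1673 the bound was 32.0-fold, for Apbb1ip 28.3-fold and for Kcnmb4 23.3-fold. The adjusted p values of the 10 listed probes lie between 0.000182 and 0.000343 (limma). Ranked by fold or lower bound over all probes of a gene, 5 of these 10 genes are among the first 10. The paper took these genes as the most up-regulated in GO2 cells and went on with Serpinf1, the mouse gene for PEDF, because of its relation to survival in patients, whose data are not analysed here.

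**Figure D1:**
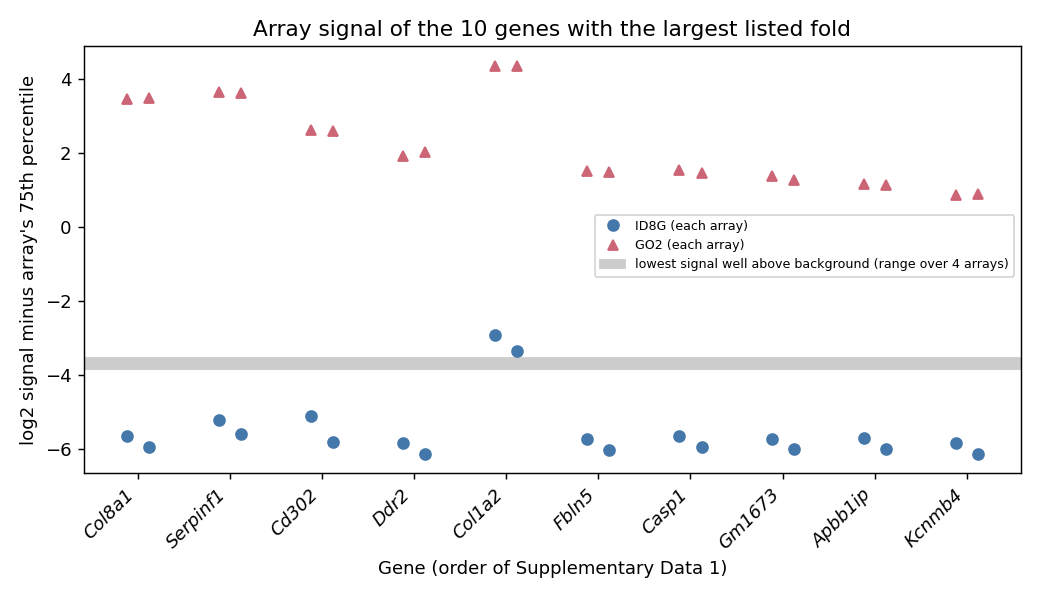
Expression level of the first 10 genes of Supplementary Data 1 on each array, as log2 intensity minus the 75th percentile of the array. Circles are ID8G arrays, triangles are GO2 arrays, and the gray band is the range over the 4 arrays of the lowest signal called well above background. The ID8G points lie below the band for all genes except Col1a2, and the GO2 points all lie above it.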

With the exception of the gene for PEDF (*SERPINF1*), the expression levels of these genes were not significantly associated with both overall survival (OS) and disease-free survival (DFS) (Supplementary Table 1 and 2). Higher abundance of PEDF mRNA and secretion of PEDF protein in GO2 cells compared with parental ID8G cells were confirmed (Fig.1f, g). Upregulation of PEDF was also observed in cancer cells isolated from the resulting ascites (Supplementary Fig. 1a, b). To rule out the possibility that elevation of PEDF expression in metastatic OC cells are a mouse-specific phenomenon, using SKOV3ip1 human OC cells, we generated SKOV3ip1-Om2 cells, which corresponded to mouse GO2 cells (Supplementary Fig. 1c). The abundance of PEDF mRNA and secretion of PEDF protein were higher in SKOV3ip1-Om2 cells than in parental SKOV3ip1 cells, which is similar to the observations between ID8G and GO2 cells (Supplementary Fig. 1d, e). Higher *SERPINF1* expression was associated with a shorter median OS (43.3 versus 48.7 months, *P* = 0.005) (Fig. 1h) and shorter median DFS (17.2 versus 20.2 months, *P* = 0.007) (Fig. 1i). We also found that *SERPINF1* expression was significantly higher in stage III/IV disease than in stage I/II disease (Fig. 1j), consistent with the notion that PEDF promotes metastatic disease. We further assessed whether *SERPINF1* expression was higher in metastatic tumors than in primary tumors using an RNA-sequencing dataset (GSE137237) which are consisted of 11 matched pairs of tumors. We found significantly higher PEDF mRNA expression in metastatic tumors in the peritoneal cavity than in primary tumors (Fig. 1k). Together, these data confirm the dissemination-promoting function of PEDF not only in mice, but also in human ovarian cancer. We therefore subsequently focused on the role of PEDF in intraperitoneal dissemination.

### PEDF promotes peritoneal dissemination of both mouse and human OC cells

To clarify the role of PEDF expression in intraperitoneal dissemination of OC, we stably infected ID8G cells with a retrovirus that encodes mouse PEDF (ID8G-PEDF cells) or with corresponding empty vector (ID8G-EV cells). The abundance of PEDF mRNA and secretion of PEDF protein were increased in ID8G-PEDF cells compared with ID8G-EV cells (Supplementary Fig. 2a, b). At 90 days after cell injection, recipient mice that received ID8G-PEDF cells exhibited significantly greater omental tumor weight, number of disseminated tumor nodules, and amount of ascites fluid than those that received ID8G-EV cells (Fig. 2a). Survival time was also significantly decreased in mice injected with ID8G-PEDF cells (96 versus 77 days, *P* = 0.02) (Fig. 2b). To exclude the possibility of artifacts associated with retroviral infection, we generated 27 single-cell clones from ID8G cells. The clonal subpopulations varied in PEDF expression level, and three PEDF^high^ clones (clones 1, 2, and 3) and two PEDF^low^ clones (clones 26 and 27) were selected for subsequent analysis (Supplementary Fig. 2c). Omental tumor weight, number of disseminated tumor nodules, and volume of ascites fluid were greater for mice injected with the PEDF^high^ clones than for those injected with the PEDF^low^ clones (Fig. 2c). Survival time was also shorter for mice injected with PEDF^high^ clones (Fig. 2d). Expression levels of PEDF and survival time of mice injected with corresponding cells showed significantly negative correlation (Fig. 2e). Together, these results suggest that PEDF^high^ cells are largely responsible for cell colonization and expansion into the peritoneal cavity.

**Fig. 2:**
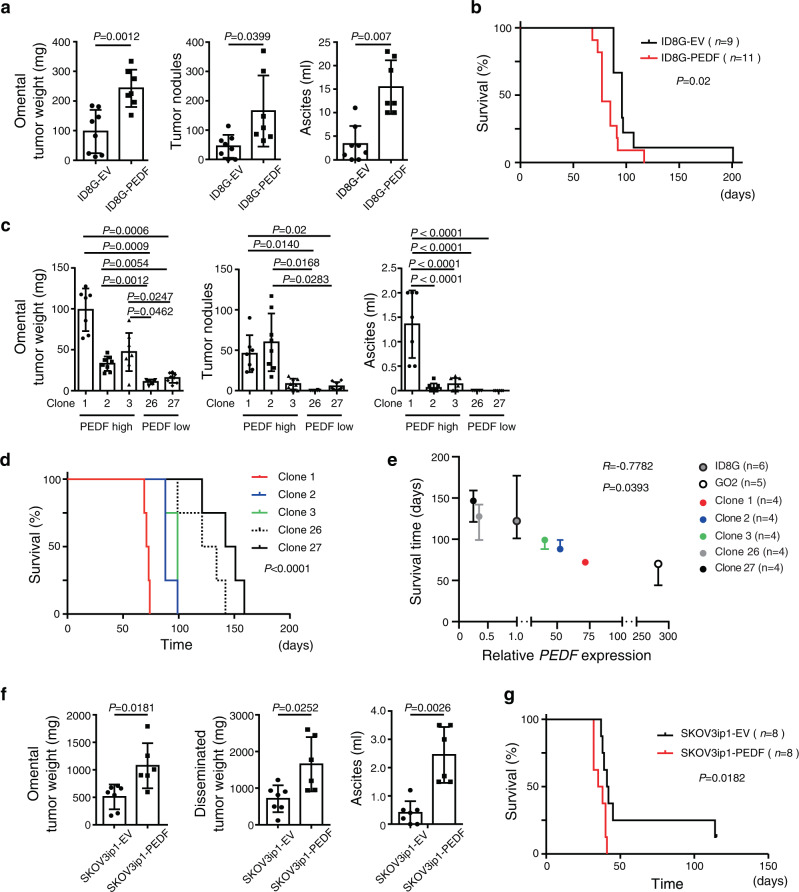
PEDF expression is associated with increased intraperitoneal dissemination of both mouse and human OC cells and with poor prognosis. **a** Omental tumor weight, the number of tumor nodules, and the volume of ascites fluid for C57BL/6 J mice at 90 days after injection of ID8G-EV (*n* = 8 mice) or ID8G-PEDF (*n* = 7 mice) cells into the peritoneal cavity. Data are means ± SD. **b** Survival curves for mice injected with ID8G-EV (*n* = 9) or ID8G-PEDF cells (*n* = 11). The *P* value was determined with the log-rank test. **c** Omental tumor weight, number of tumor nodules, and the volume of ascites fluid for C57BL/6 J mice at 63 days after injection of PEDF^high^ or PEDF^low^ clones of ID8G cells into the peritoneal cavity. Data are means ± SD (*n* = 7 or 8 mice). Data for omental tumor weight and number of tumor nodules were analyzed by Welch’s ANOVA followed by Dunnett’s post hoc test and for ascites by Tukey’s multiple comparisons test. **d** Survival curves for mice injected with PEDF^high^ or PEDF^low^ clones of ID8G cells (*n* = 4 each). The *P* value was determined with the log-rank test. **e** Pearson’s correlation analysis for expression of PEDF mRNA versus survival time of mice inoculated with the corresponding cells. Data are median ± 95% CI. **f** Omental and intraperitoneal disseminated tumor weight as well as the volume of ascites fluid in nude mice at 27 days after injection SKOV3ip1-EV cells (*n* = 7 mice) or SKOV3ip1-PEDF cells (*n* = 6 mice) into the peritoneal cavity. Data are means ± SD. **g** Survival curves for mice injected with SKOV3ip1-EV or SKOV3ip1-PEDF cells (*n* = 8 each). The *P* value was determined with the log-rank test. Data for **a** and **f** were analyzed by unpaired *t* test with Welch’s correction.

To examine the effect of PEDF expression on human tumor cell dissemination, we performed similar experiments with nude mice injected with SKOV3ip1 human OC cells stably overexpressing human PEDF (SKOV3ip1-PEDF cells). The abundance of PEDF mRNA and secretion of PEDF protein were increased in SKOV3ip1-PEDF cells compared with SKOV3ip1-EV cells (Supplementary Fig. 2d, e). Expression of human PEDF in the transplanted OC cells also promoted peritoneal dissemination and shortened the survival of the recipient mice (41.5 versus 36.5 days, *P* = 0.0182) (Fig. 2f, g).

### Marginal effect of PEDF on OC cells in vitro

The formation of metastatic lesions by OC cells comprises four key steps: (1) exfoliation from the primary tumor site, (2) development of resistance to anoikis in peritoneal fluid, (3) attachment to peritoneal organs, and (4) colonization at metastatic sites. The cancer cells in our i.p. injection models can be considered to be the equivalent of exfoliated cells. We therefore next assessed the possible effects of PEDF on anoikis resistance, adhesion to an extracellular matrix protein, and cell proliferation in OC cells in vitro. Forced expression of PEDF did not affect anoikis in either ID8G or SKOV3ip1 cells (Fig. 3a). Given that fibronectin produced by mesothelial cells has been shown to influence peritoneal OC metastasis^23^, we examined the attachment of OC cells to fibronectin. Expression of PEDF was found to have no effect on the adhesion of either ID8G or SKOV3ip1 cells to fibronectin (Fig. 3b). Cell proliferation was slightly inhibited in SKOV3ip1 cells but was unaffected in ID8G cells by forced expression of PEDF (Fig. 3c, d).

**Fig. 3:**
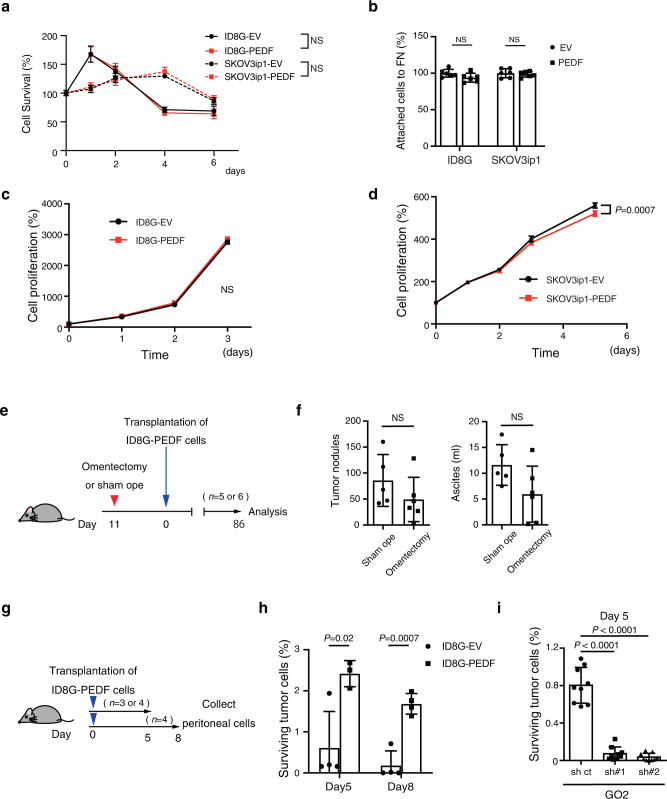
Effects of PEDF on OC cells. **a** Anoikis resistance assay for ID8G-EV and ID8G-PEDF cells (*n* = 5 each) and for SKOV3ip1-EV and SKOV3ip1-PEDF cells (*n* = 6 each). **b** Attachment assay for ID8G-EV and ID8G-PEDF cells and for SKOV3ip1-EV and SKOV3ip1-PEDF cells cultured in wells coated with fibronectin (*n* = 6 each). **c**, **d** Cell proliferation assay for ID8G-EV and ID8G-PEDF cells (**c**) (*n* = 5 each) and for SKOV3ip1-EV and SKOV3ip1-PEDF cells (**d**) (*n* = 6 each). All data are means ± SD for the indicated number of replicates from representative experiments out of a total of three performed. **e** Omentectomized or sham-operated C57BL/6 J mice were injected i.p. with ID8G-PEDF cells into the peritoneal cavity. **f** The number of tumor nodules and the volume of ascites fluid for omentectomized (*n* = 6 mice) or sham-operated (*n* = 5 mice) C57BL/6 J mice at 86 days after injection of ID8G-PEDF cells into the peritoneal cavity. Data are means ± SD. **g** C57BL/6 J mice were injected i.p. with ID8G-EV or ID8G-PEDF cells into the peritoneal cavity. At each time point, mice were sacrificed and peritoneal cells were collected for further analysis. **h** Number of GFP^+^ cells in peritoneal washes at the indicated times after i.p. injection of ID8G-EV or ID8G-PEDF cells (5 × 10^6^) into C57BL/6 J mice (*n* = 3 or 4 mice for each group at each time point as in **g**). **i** Surviving GFP^+^ tumor cells in the peritoneal cavity of C57BL/6 J mice at 5 days after i.p. injection of GO2 sh#1 or sh#2 or corresponding control (sh ct) cells (*n* = 9 mice per group). All data are means ± SD. Data for **a**, **c**, **d** were analyzed by two-way ANOVA. Data for **f**, **h**, **i** were analyzed by unpaired *t* test with Welch’s correction.

To investigate further the function of PEDF in OC cells in vitro, we depleted GO2 cells of the protein through the stable introduction of one of two independent shRNA vectors. Knockdown of PEDF in the resulting GO2 sh#1 and sh#2 cells was confirmed by reverse transcription (RT) and quantitative PCR (qPCR) analysis, and additionally by immunoblot analysis (Supplementary Fig. 3a, b). The shRNA-mediated depletion of PEDF had no effect on anoikis resistance or adhesion to fibronectin (Supplementary Fig. 3c, d), but had a slight inhibitory effect on cell proliferation (Supplementary Fig. 3e).

Association between peritoneal metastasis, survival, and poor chemoresponse and epithelial-mesenchymal transition (EMT) have been reported in OC patients^24,25^. Therefore, we assessed the effects of PEDF on EMT-related proteins, E-cadherin and vimentin. Expression of PEDF was not associated with E-cadherin or Vimentin expression (Supplementary Fig. 3f) Together, these results thus indicate that PEDF has only marginal effect on OC cells in vitro. Therefore, we hypothesized that PEDF promotes dissemination via some in vivo-specific mechanism.

### Effect of PEDF on OC cells in vivo

The omentum is considered to be an essential site for cancer cell seeding and contributes to peritoneal dissemination in ovarian cancer^26,27^. To determine whether PEDF promotes dissemination via the omentum, we assessed the dissemination potency of ID8G-PEDF cells using omentectomized mice (Fig. 3e). Although the number of tumor nodules in the peritoneal cavity and the amount of ascites tended to be lower in omentectomized mice than in sham-operated mice, the differences were not significant (Fig. 3f). This finding suggests that the contribution of not only omentum but also additional factors such as peritoneal fluid to the PEDF-mediated peritoneal dissemination.

We next assessed the survival of ID8G-PEDF and ID8G-EV cells after their injection into the peritoneal cavity (Fig. 3g). The number of surviving OC cells was greater for ID8G-PEDF cells than for ID8G-EV cells on day 5 and 8, with the number of both cells decreasing gradually after injection (Fig. 3h). Conversely, the number of surviving GO2 sh#1 or sh#2 cells after i.p. injection was greatly reduced compared with that for corresponding control cells (Fig. 3i). Collectively, these data indicate that PEDF facilitates the escape of OC cells from immune surveillance at an early stage of dissemination.

### Macrophages play a critical role in OC cell survival in the peritoneal cavity

Ovarian cancer is characterized by a unique peritoneal tumor microenvironment enriched with abundant immune cells, including macrophages and T cells^28^. A previous study using the ID8 model showed no significant difference in the tumor burden between immunocompetent mice and mice lacking mature T and B cells^29^. In contrast, the depletion of macrophages promoted tumor growth and shortened the survival time independently of T and B cells. Furthermore, macrophages are reported to be essential in spheroid formation of OC cells in the peritoneal cavity and contribute to the dissemination of OC cells in the ID8 model^30^. These reports indicate the prominent role of macrophages in OC cell dissemination.

We found that SKOV3ip1-PEDF could promote peritoneal dissemination in Balb/c-nu/nu mice (Fig. 2f, g), which are unable to produce T cells; this would suggest that PEDF functions independently of T cells. To further confirm this, we assessed the peritoneal dissemination of ID8G-PEDF cells compared to ID8G-EV cells in Balb/c-nu/nu mice. ID8G-PEDF cells disseminated more robustly into the peritoneal cavity than did ID8G-EV cells, as indicated by greater omental tumor weight, number of peritoneal tumor nodules, and amount of ascites at Day 64 post injection (Fig. 4a). Mice in the ID8G-PEDF group also had decreased survival time than the ID8G-EV group (125.5 versus 103.0 days, *P* = 0.0001) (Fig. 4b). These results indicate that PEDF promotes peritoneal dissemination independently of T cells.

**Fig. 4:**
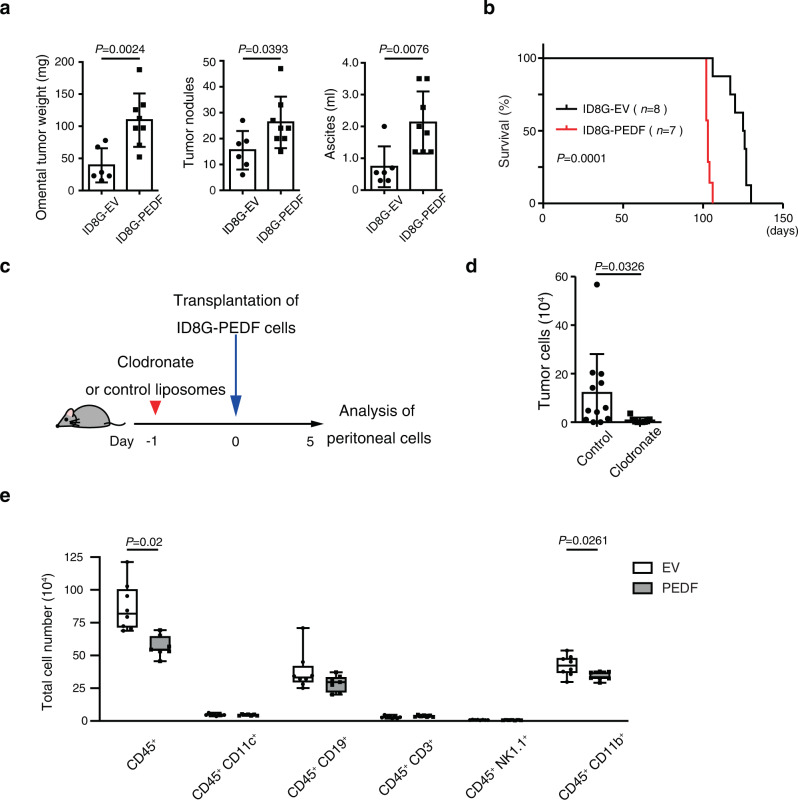
Macrophages play a critical role in OC cell survival in the peritoneal cavity. **a** Omental tumor weight, the number of tumor nodules, and the volume of ascites fluid at 64 days after injection of ID8G-EV (*n* = 6 mice) or ID8G-PEDF (*n* = 8 mice) cells into the peritoneal cavity of BALB/c-nu/nu mice. Data are means ± SD. **b** Survival curves for BALB/c-nu/nu mice injected with ID8G-EV (*n* = 8) or ID8G-PEDF (*n* = 7) cells. The *P* value was determined with the log-rank test. **c** C57BL/6 J mice were injected i.v. with control or clodronate liposomes 1 day before injection of ID8G-PEDF cells into the peritoneal cavity. **d** Flow cytometric analysis of the numbers of GFP^+^ tumor cells in the peritoneal cavity of mice at 5 days after injection of ID8G-PEDF cells in mice treated as in **c**. Data are means ± SD (*n* = 12 or 9 mice for control and clodronate liposomes, respectively). **e** Flow cytometry quantified CD45^+^ cells, CD45^+^ CD11c^+^ dendritic cells, CD45^+^ CD19^+^ B cells, CD45^+^ CD3^+^ T cells, CD45^+^ CD3^−^ NK1.1^+^ NK cells, and CD45^+^ CD11b^+^ myeloid cells in the peritoneal cavity, 5 days after i.p. injection with ID8G-EV (*n* = 8) or ID8G-PEDF cells (*n* = 7) into C57BL/6 J mice. Data are presented as box-and-whisker plots. Data for **a**, **d**, **e** were analyzed by unpaired *t* test with Welch’s correction.

We showed that PEDF plays a critical role in OC cell survival in the peritoneal cavity at the early stage of dissemination (Fig.3g–i). Next, to clarify the relation between PEDF expression in OC cells and macrophages at the early stage of dissemination, we examined the effect of macrophage depletion by intravenous injection of liposomal clodronate before transplantation of ID8G-PEDF cells (Fig. 4c). Liposomal clodronate itself did not affect cell survival of either ID8G-EV or ID8G-PEDF cells (Supplementary Fig. 3g). The depletion of macrophages resulted in significant attenuation of peritoneal tumor cell survival on day 5, suggesting the supportive role of macrophages on tumor cell survival in the peritoneal cavity at the early stage of dissemination (Fig. 4d).

To further characterize the mechanisms by which PEDF promotes tumor cell escape from immune surveillance, we collected cells from the peritoneal cavity of recipient mice at 5 days after transplantation of ID8G-EV or ID8G-PEDF cells and analyzed them for immune cell markers by flow cytometry. The number of CD45^+^ cells was significantly decreased in mice injected with ID8G-PEDF cells than in those injected with ID8G-EV cells. Furthermore, injection of ID8G-PEDF cells induced a significant decrease in the number of CD11b^+^ myeloid cells but did not affect other immune cell types including T cells, B cells, NK cells, and dendritic cells (Fig. 4e). These results provide further support for the hypothesis that PEDF promotes peritoneal dissemination of OC not through T cells, but through the function of myeloid cells.

### PEDF induces CD206^+^ IL-10-producing macrophages

Peritoneal macrophages mainly consist of two distinct subsets. One subset is F4/80^+^ MHC II^−^ large peritoneal macrophages (LPMs), which are most abundant, and the other is a minor population of F4/80^−^ MHC II^+^ small peritoneal macrophages (SPMs)^31^. Additionally, a previous study showed that the inoculation of cancer cells induced gradual replacement of LPMs with F4/80^int^ MHC II^int^ macrophages (intPMs)^32^. Therefore, to clarify which subset is the major macrophage population in our experiments, we assessed the expression of F4/80 and MHC II in peritoneal CD11b^+^ cells. F4/80^+^ MHC II^−^ LPMs were the major population and represented approximately 70% of peritoneal macrophages both in mice inoculated with ID8G-EV cells and ID8G-PEDF cells (Fig. 5a, Supplementary Fig. 4a). Macrophages in the tumor microenvironment have been found to be highly plastic cells and can adopt either antitumor or protumor features^33,34^. We therefore further investigated the phenotype of intraperitoneal macrophages at 5 days after i.p. transplantation of ID8G-EV or ID8G-PEDF cells. PEDF expression in the transplanted cells was associated with an increase in the percentage of CD206^+^ cells in F4/80^+ to int^ macrophages (LPMs and intPMs) but not with F4/80^−^ SPMs (Fig. 5b, Supplementary Fig. 4b).

**Fig. 5:**
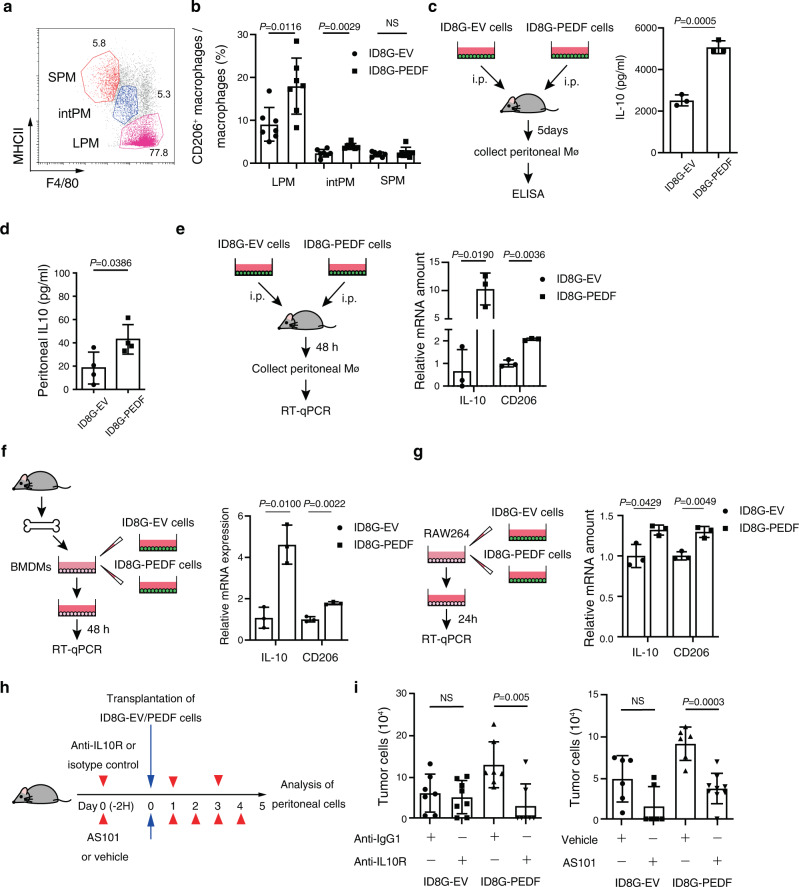
PEDF-induced immunosuppressive macrophages contribute to tumor cell survival in the mouse peritoneal cavity. **a** Flow cytometric analysis of peritoneal myeloid cells (CD45^+^CD11b^+^ cells) 5 days after intraperitoneal injection of OC cells. LPMs were subsequently gated as F4/80^+^ MHC II^–^ (pink), intPM as F4/80^int^ MHC II^int^ (blue), and SPMs as F4/80^-^ MHC II^+^(red). **b** Percentage of CD206^+^ macrophages among LPMs, intPMs, and SPMs in the peritoneal cavity of C57BL/6 J mice at 5 days after i.p injection of ID8G-EV or ID8G-PEDF cells (*n* = 7 mice). **c** IL-10 ELISA from peritoneal macrophages of C57BL/6 J mice injected with ID8G-EV or ID8G-PEDF cells (*n* = 3). **d** IL-10 concentration in peritoneal wash fluid collected at 5 days after OC cell transplantation (*n* = 4 mice each). **e** RT-qPCR analysis of IL-10 and CD206 mRNAs in peritoneal CD45^+^CD11b^+^F4/80^+^ macrophages (Mø) isolated at 48 h after i.p. injection of C57BL/6 J mice with ID8G-EV or ID8G-PEDF cells (*n* = 3 mice each). **f** RT-qPCR analysis of IL-10 and CD206 mRNAs in BMDMs isolated from C57BL/6 J mice and treated with conditioned medium of ID8G-EV or ID8G-PEDF cells for 48 h (*n* = 3 replicates from one of two independent experiments). **g** RT-qPCR analysis of IL-10 and CD206 mRNAs in RAW 264 cells treated with conditioned medium of ID8G-EV or ID8G-PEDF cells for 24 h (*n* = 3 replicates from one of two independent experiments). **h** C57BL/6 J mice were injected i.p. with ID8G-EV or ID8G-PEDF cells after the onset of repeated i.v. administration of antibodies to IL-10R (or control IgG) or AS101 (or vehicle). **i** Flow cytometric analysis of the number of GFP^+^ (tumor) cells in the peritoneal cavity at 5 days after ID8G-EV or ID8G-PEDF cell injection in mice treated with anti–IL-10R (*n* = 7 or 8) or control IgG (*n* = 7 each) or with AS101 (*n* = 6 or 9) or vehicle (*n* = 6 each) as in **h**. All data are means ± SD and were analyzed by unpaired *t* test with Welch’s correction.

CD206^+^ macrophages produce several cytokines and chemokines including IL-10, TGF-β, and CCL22, with IL-10 being a key immunosuppressive cytokine^33,35^. To evaluate the effects of PEDF on IL-10 production in peritoneal macrophages, we collected peritoneal macrophages from mice by MACS and analyzed their IL-10 production. Injection of ID8G-PEDF cells caused significantly higher IL-10 production in peritoneal macrophages than that with ID8G-EV cells (Fig. 5c). Moreover, IL-10 concentration in peritoneal wash fluid at 5 days after OC cell transplantation was significantly higher for mice injected with ID8G-PEDF cells than for those injected with ID8G-EV cells (Fig. 5d).

To further assess the effects of PEDF on macrophages, we isolated CD45^+^CD11b^+^F4/80^+^ macrophages from the peritoneal cavity of mice by FACS 2 days after OC cell transplantation. RT-qPCR analysis of the isolated cells revealed that the abundance of IL-10 and CD206 mRNAs was significantly higher in mice injected with ID8G-PEDF cells than in mice injected with ID8G-EV cells (Fig. 5e). We also examined the possible effects of PEDF on macrophages in vitro with the use of bone marrow-derived macrophages (BMDMs) or RAW 264 murine macrophage cells. Culture supernatant of ID8G-PEDF cells increased the amounts of IL-10 and CD206 mRNAs in BMDMs and RAW 264 cells (Fig. 5f, g).

### Blocking IL-10 signaling suppresses OC cell survival in the peritoneal cavity

To determine whether the PEDF–IL-10 axis promotes intraperitoneal OC dissemination, we injected ID8G-EV cells or ID8G-PEDF cells into the peritoneal cavity of C57BL/6 J mice after the onset of treatment with either antibodies to the IL-10 receptor (IL-10R) or the IL-10 inhibitor AS101 (Fig. 5h). Treatment with either anti–IL-10R or AS101 resulted in a significant reduction in ID8G-PEDF cell survival in the peritoneal cavity, while no significant effect was observed in ID8G-EV cells (Fig. 5i). These findings suggest that induction of immunosuppressive macrophages by PEDF supports OC cell survival in the peritoneal cavity.

### Serum and ascites PEDF are elevated in OC patients and correlate with early recurrence

On the basis of our data obtained from mice, we examined the relation between the expression of the PEDF gene (*SERPINF1*) and that of genes for macrophage markers in tumor specimens of OC patients in TCGA. Expression of *SERPINF1* was correlated with that of the immunosuppressive macrophage marker genes *IL10*, *CD163*, *MSR1*, and *TGFB1* but not with that of the proinflammatory macrophage markers *IL12A* and *NOS2* (Fig. 6a). These results thus suggest PEDF also induce immunosuppressive macrophages in human OCs.

**Fig. 6:**
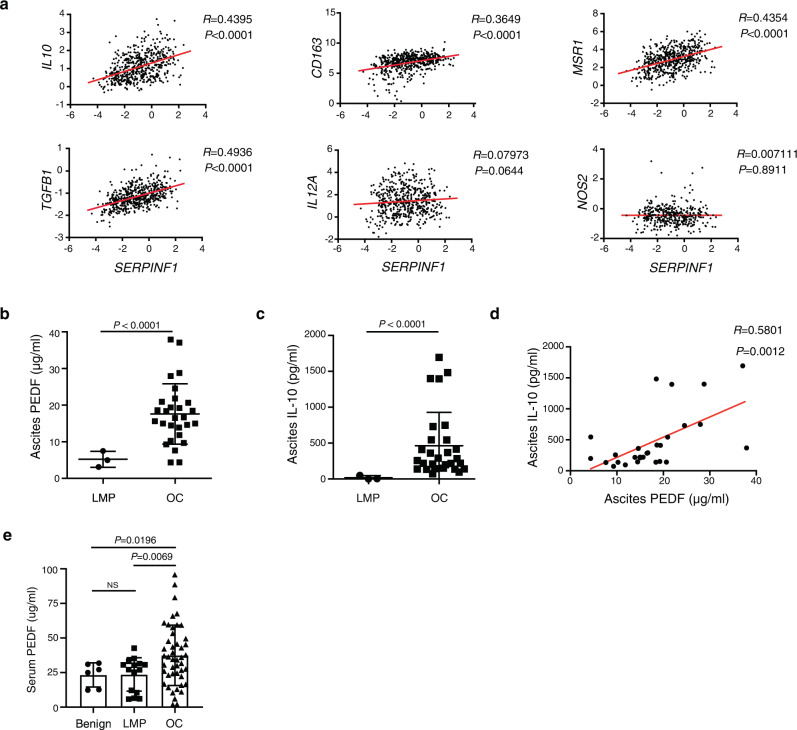
PEDF levels in ascites fluid and serum samples are increased in OC patients. **a** Pearson’s correlation analysis for expression of *SERPINF1* versus that of *IL10*, *CD163*, *MSR1*, *TGFB1*, *IL12A*, or *NOS2* in human OC samples of TCGA (*n* = 531). **b** PEDF concentration as measured with an ELISA in ascites specimens of patients with LMP ovarian tumors (*n* = 3) or OC (*n* = 28). **c** Concentration of IL-10 in ascites samples of patients with LMP tumors (*n* = 3) or OC (*n* = 28) as measured with an ELISA. **d** Pearson’s correlation analysis for IL-10 and PEDF concentrations in ascites specimens of patients with OC (*n* = 28). **e** Serum PEDF concentration of patients with benign ovarian tumors (*n* = 6), LMP tumors (*n* = 15), or OC (*n* = 46) as measured with an ELISA. Data are means ± SD and were analyzed by Welch’s ANOVA followed by Dunnett’s post hoc test. Data for **b**, **c** are means ± SD and were analyzed by unpaired *t* test with Welch’s correction.

As PEDF is secretory protein, we next investigated whether PEDF in body fluid could serve as clinical biomarker in OC. We measured PEDF levels in ascites specimens from women with serous OC (*n* = 28) and from those with low malignancy potential (LMP) ovarian tumors (*n* = 3). The PEDF concentration in ascites fluid was significantly higher for the patients with OC than for those with LMP tumors (Fig. 6b). To determine whether ascites PEDF predict immunosuppressive microenvironment in the peritoneal cavity, we next examined the relation between ascites PEDF and ascites IL-10. IL-10 concentration was higher in OC patients than in patients with LMP tumors (Fig. 6c). We also found that IL-10 and PEDF concentrations were positively correlated in ascites samples (Fig. 6d). Because higher ascites IL-10 levels were reported to be associated with poor prognosis^36^, we next analyzed relationships between ascites PEDF and clinicopathological factors. As shown in Table 1, high ascitic PEDF levels had a trend toward more recurrences within 2 years.

**Table 1:** Clinical and histopathologic characteristics of the study population.

Clinical characteristics	Ascites PEDF (μg/ml)			Serum PEDF (μg/ml)		
	<16.6 (*n* = 14)	>16.6 (*n* = 14)	*P*	<16.6 (*n* = 9)	>16.6 (*n* = 14)	*P*
Age, mean ± SD	61.6 ± 9.93	63.86 ± 8.96	0.54	60.11 ± 11.8	63.57 ± 10.1	0.50
FIGO stage			0.48			0.54
I/II	0	2 (14)		2 (22)	1 (7)	
III/IV	14 (100)	12 (86)		7 (78)	13 (93)	
LN metastasis			>0.99			>0.99
Yes	2 (14)	2 (14)		1 (11)	1 (7)	
No	12 (86)	12 (86)		8 (89)	13 (93)	
Distant metastasis			0.38			0.54
Yes	5 (36)	2 (14)		2 (22)	1 (7)	
No	9 (64)	12 (86)		7 (78)	13 (93)	
Recurrence within 2 years(Stage II/III)^a^			0.07			0.043
Yes	2 (22)	7 (70)		1 (17)	9 (75)	
No	7 (78)	3 (30)		5 (83)	3 (25)	

Values in the table are expressed as *n* (%).

*FIGO* International Federation of Gynecology and Obstetrics.

^a^Patients who achieved complete response after initial treatment were included.

Given that the PEDF level in serum would provide a less invasive, less expensive, and more convenient repeatable biomarker than that in ascites, we investigated whether serum PEDF at diagnosis could be substituted for ascites PEDF. Serum PEDF concentration was significantly higher for the patients with OC than for those with benign or LMP tumors, which is consistent with our findings in ascites samples (Fig. 6e). Notably, high serum PEDF levels were significantly associated with a high recurrence rate within two years (Table 1). Together, these findings suggest that PEDF could be a biomarker for diagnosis of OCs and predict recurrence in OC patients.

### Histone acetylation contributes to regulation of PEDF gene expression

We next investigated the regulation of PEDF gene expression. Given that the ID8 cell line was generated by spontaneous transformation of mouse ovarian surface epithelial cells (MOSECs), we studied two normal MOSEC lines (p53-def-MOSE and T-Ag-MOSE) for comparison. Immunoblot analysis revealed that the amount of secreted PEDF was substantially lower for ID8G and GO cells than for normal MOSEC lines and GO2 cells (Fig. 7a). Given that protein abundance is controlled through multiple mechanisms including those that operate at the levels of transcription, translation, and proteolysis, we next examined the amount of PEDF mRNA in these various cells. Similar to protein expression, the amount of PEDF mRNA was lower in ID8G and GO cells than in normal MOSECs and GO2 cells (Fig. 7b), suggesting that PEDF expression is regulated at the transcriptional or epigenetic level in association with OC initiation and progression.

**Fig. 7:**
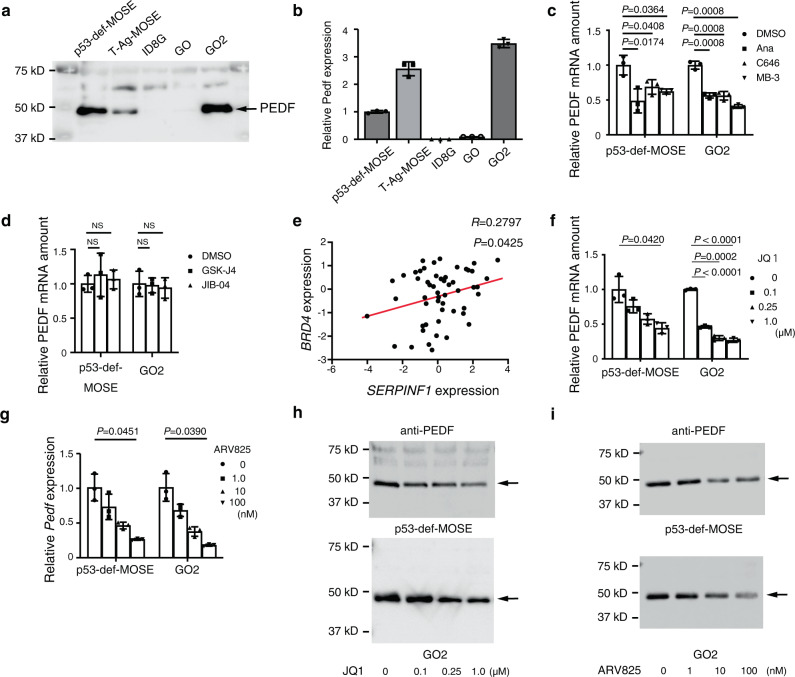
HAT inhibitors and BET inhibitors suppress PEDF expression in vitro. **a** Immunoblot analysis of PEDF in culture supernatants of MOSEC, ID8G, GO, and GO2 cell lines. **b** RT-qPCR analysis of PEDF mRNA in cells as in **a**. **c**, **d** RT-qPCR analysis of PEDF mRNA in p53-def-MOSE and GO2 cells treated for 24 h with the HAT inhibitors anacardic acid (Ana, 10 µM), C646 (10 µM), or MB-3 (100 µM) (**c**) or with the histone demethylase inhibitors GSK-J4 (1.0 µM) or JIB-04 (250 nM) (**d**). Cells treated with DMSO were examined as a vehicle control. **e** Pearson’s correlation analysis for *BRD4* and *SERPINF1* expression in 53 specimens of high-grade serous OC obtained by laser capture and microdissection^38^. **f**, **g** RT-qPCR analysis of PEDF mRNA in p53-def-MOSE and GO2 cells treated for 24 h with the BET inhibitors JQ1 (**f**) or ARV-825 (**g**) at the indicated concentrations. **h**, **i** Immunoblot analysis of PEDF in culture supernatants of cells treated as in **f** and **g**. All quantitative data are means ± SD of three replicates for representative experiments out of a total of three performed. Data for **c**, **d** were analyzed by unpaired *t* test with Welch’s correction. Data for **f**, **g** were analyzed by Welch’s ANOVA followed by Dunnett’s post hoc test.

To determine whether histone acetylation or demethylation correlates with activation of PEDF gene expression, we treated p53-def-MOSE and GO2 cells with histone acetyltransferase (HAT) inhibitors or histone demethylase inhibitors. Treatment of both cell lines with HAT inhibitors significantly suppressed expression of the PEDF gene (Fig. 7c), whereas histone demethylase inhibitors had no such effect (Fig. 7d), suggesting that PEDF gene expression is regulated at the level of histone acetylation.

Members of the bromodomain and extraterminal (BET) family of proteins bind to acetylated histones to promote gene transcription, and the gene locus for the BET-family protein BRD4 has been found to be frequently amplified in OC^37^. We therefore examined whether expression of *BRD4* and that of *SERPINF1* is correlated in human OC specimens, with the use of a published database containing gene expression profiles for tumor specimens obtained by laser capture and microdissection from 53 patients with high-grade serous OC^38^. Indeed, we detected a significant positive correlation between *BRD4* and *SERPINF1* expression in these specimens (Fig. 7e). We then examined the effect of BET inhibitors on PEDF gene expression. The small-molecule inhibitor JQ1, which competitively binds to the acetyl-lysine recognition pocket of the BET bromodomain, suppressed PEDF expression at both mRNA and protein levels and in a concentration-dependent manner in both p53-def-MOSE and GO2 cells (Fig. 7f, h). Another BET inhibitor, ARV-825, a hetero-bifunctional proteolysis-targeting chimera that induces degradation of BET-family proteins, similarly inhibited PEDF expression (Fig. 7g, h). Collectively, these results implicate histone acetylation and BET-family proteins in the regulation of PEDF gene expression.

### The BET inhibitor ARV-825 limits tumor cell survival and induction of CD206^+^ macrophages in the peritoneal cavity

JQ1 is a potent pan-BET inhibitor, with a broad target range limiting its specificity. Furthermore, JQ1 has a short half-life and its effective concentrations have been found to be higher than physiologically safe levels in vivo^39^. We, therefore, focused on inhibitor ARV-825 for in vivo experiments. We investigated the effect of BET inhibition on OC cell survival in vivo with the PEDF^high^ GO2 cell line (Fig. 8a). ARV-825 treatment resulted in significant suppression of GO2 cell survival in the peritoneal cavity (Fig. 8b). Flow cytometric analysis of immune cell surface markers also revealed that ARV-825 treatment significantly increases the number of macrophages (CD45^+^CD11b^+^F4/80^+^ cells) (Fig. 8c). However, the ratio of CD206+ macrophages to total macrophages is significantly decreased (Fig. 8d), suggesting the increase of CD206^-^ macrophages which may promote the elimination of cancer cells. Together, these data supported the notion that BET inhibition limits OC progression by depleting CD206^+^ immunosuppressive macrophages.

**Fig. 8:**
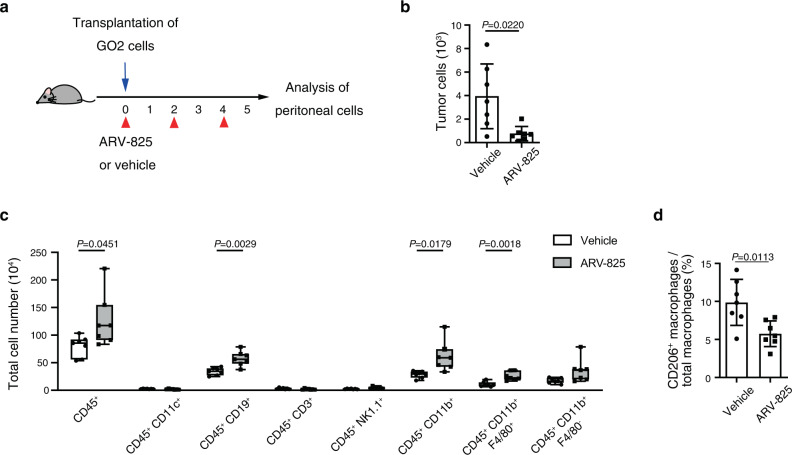
Treatment with ARV-825 suppresses OC cell survival and blocks induction of CD206^+^ macrophages in the peritoneal cavity. **a** C57BL/6 J mice were injected i.p. with GO2 cells and treated i.p. with either vehicle or ARV-825 as indicated. **b** Flow cytometric quantitation of GFP^+^ (tumor) cells in the peritoneal cavity of mice at 5 days after cell transplantation and treatment with vehicle or ARV-825 (*n* = 7 mice each) as in **a**. **c** Flow cytometric analysis of CD45^+^ cells, CD45^+^CD11b^+^ myeloid cells, CD45^+^CD11b^+^F4/80^+^ macrophages, and CD45^+^CD11b^+^F4/80^−^ cells in the peritoneal cavity of mice at 5 days after cell transplantation and treatment with vehicle or ARV-825 (*n* = 7 mice each) as in **a**. **d** Percentage of CD206^+^ macrophages among total macrophages in the peritoneal cavity of mice at 5 days after cell transplantation and treatment with vehicle or ARV-825 (*n* = 7 mice each) as in **a**. All data are means ± SD and were analyzed by unpaired *t* test with Welch’s correction.

## Discussion

Here, we have shown that (1) PEDF promotes peritoneal dissemination of OC cells; (2) PEDF increases CD206^+^ IL-10-producing macrophages in the peritoneal cavity; (3) the serum concentration of PEDF is elevated in OC patients and associated with high recurrence rate; and (4) BET-family protein inhibition attenuates the survival of OC cells through suppression of PEDF expression.

Forced expression of PEDF in OC cells promoted their peritoneal dissemination. Single-cell clone analysis revealed the heterogeneity of PEDF expression among OC cells, with PEDF^high^ clones exhibiting higher dissemination capability compared with PEDF^low^ clones. These results thus indicate that PEDF contributes to cancer cell dissemination, and that PEDF^high^ cells selectively colonize the peritoneal cavity. PEDF has previously been shown to have an antimetastatic role by suppressing tumor cell invasion and migration in colon cancer and breast cancer^40–42^, both of which metastasize via hematogenous and lymphatic routes. Given that extraperitoneal metastasis is relatively uncommon in OC, OC cells are thought to metastasize preferentially through direct dissemination instead of through a hematogenous route^43^. This difference in metastatic paths may account for the difference in PEDF function found in this current paper and previous studies. Our analysis of TCGA data revealed that higher PEDF gene expression was associated with shorter OS and DFS in women with OC. Furthermore, an analysis of 11 pairs of primary and metastatic tumors in patients with OC showed a significant increase in PEDF expression in metastatic tumors. On the other hand, the expression level of PEDF was found to be lower in ID8G OC cells than in normal MOSECs, suggesting that PEDF suppresses tumor initiation and growth. Together, these findings suggest that PEDF may play two opposing functional roles in OC: suppression of tumor initiation and promotion of tumor dissemination.

We found that PEDF increased the ratio of CD206^+^ macrophages in the peritoneal cavity. A high CD206^+^ to total macrophage ratio (indicative of an M2-like phenotype) in OC patients has previously been shown to be associated with shorter progression-free survival and OS^44^, consistent with our data. In pancreatic cancer, PEDF was found to serve as an anti-inflammatory immunomodulator that inhibits macrophage activation and migration^45^, whereas in prostate cancer it was found to induce migration of M1-type differentiated macrophages^46,47^. The role of PEDF on the OC immune microenvironment has not previously been investigated.

Several studies have shown that omental macrophages play important roles in the dissemination of ovarian cancer, such as colonization to the omentum and promotion of dissemination potency^26,27^. Ovarian cancer cells are thought to initially colonize the omentum and then disseminate into the peritoneal cavity. Our analysis of the number of surviving OC cells in the peritoneal cavity showed a rapid decrease until day 15, but they increase thereafter. This finding reflects the colonization of tumor cells to the omentum and their subsequent exfoliation from the omentum (Supplementary Fig. 5a). Overexpression of PEDF increased the number of surviving OC cells not only before colonization but also after colonization. Since omentecomy did not significantly affect the dissemination in PEDF-overexpressed cells (Fig. 3e), the function of PEDF on macrophages is not limited to omental residential macrophages.

IL-10 is an immunosuppressive cytokine produced by M2-like macrophages. We have shown that PEDF increased the IL-10 production in the peritoneal macrophages and intraperitoneal concentration of IL-10. Innate immunity in the retina has been shown to be based on the PEDF-induced production of IL-10 by macrophages^48^. PEDF was also found to increase IL-10 protein and mRNA in macrophages in vitro^49^. We found that the IL-10 level in ascites fluid was significantly higher for patients with serous OC than for those with LMP ovarian tumors, consistent with a previous report of high levels of IL-10 in ascites fluid of OC patients^50^. Our analysis of TCGA data also revealed a worse prognosis for OC patients with higher levels of *IL10* expression (Supplementary Fig. 5b). *IL10* expression in OC tumors was also correlated with that of genes associated with the presence of myeloid cells (*CSF1R*, *CD14*, and *CD68*) or macrophage polarization (*MSR1*, *MRC1*, and *CD163*) (Supplementary Fig. 5c). We also detected a strong correlation between expression of the PEDF gene and that of *IL10*, *CD163*, *MSR1*, and *TGFB1* in OC with the use of TCGA data, consistent with our finding that PEDF promotes IL-10 production by immunosuppressive macrophages. The concentrations of PEDF and IL-10 in ascites fluid of OC patients were also correlated. Our data thus have uncovered a role of PEDF in peritoneal dissemination in patients with OC.

An immunosuppressive microenvironment contributes to primary tumor growth^51^, invasion^52^, metastasis^53^, and resistance to chemotherapy^54^. Therefore, the identification of immune-related biomarkers of the tumor microenvironment is vital. We have here shown that the serum and ascites concentration of PEDF were significantly increased in OC patients and were correlated high recurrence rate within 2 years. These findings suggest that the serum level of PEDF may reflect immunosuppressive activity in the peritoneal cavity and can be a useful biomarker to identify patients in need of more intensive treatment.

Finally, we showed that BET inhibitors induced marked down-regulation of PEDF expression in a concentration-dependent manner. Treatment with BET inhibitor ARV-825 significantly attenuated tumor cell survival and reduced the number of CD206^+^ immunosuppressive macrophages in the peritoneal cavity in vivo. ARV-825 was developed recently with the use of PROTAC (proteolysis-targeting chimera) technology and consists of the small-molecule drug OTX015 conjugated with the E3 ubiquitin ligase cereblon^55^. OTX015 has shown high efficacy with tolerable toxicity in phase I clinical trials for patients with solid tumors or hematologic malignancies^56–58^. Thus, targeting PEDF-facilitated peritoneal dissemination with BET inhibitors is a potential therapeutic strategy for patients with OC.

In summary, we have shown that PEDF increases IL-10–producing immunosuppressive macrophages and thereby plays a key role in the dissemination of OC cells in the peritoneal cavity. PEDF in ascites and serum were elevated in OCs and could be a novel predictor of prognosis for patients with OC. We have also identified BET inhibitors as candidate drugs for the targeting of PEDF expression. Taken together, our data suggest that interference with BET protein-PEDF-IL-10 signaling may provide clinical benefit to patients with OC.

## Methods

### Cell culture

ID8 cells were obtained from K. F. Roby (University of Kansas Medical Center) and were cultured in DMEM supplemented with 4% FBS as well as insulin (5 μg/ml), transferrin (5 μg/ml), and sodium selenite (5 ng/ml) (ITS; Sigma-Aldrich, St. Louis, MO). SKOV3ip1 cells were obtained from D. Yu (University of Texas, MD Anderson Cancer Center) and were cultured in DMEM-F12 supplemented with 10% FBS. p53-def-MOSE and T-Ag-MOSE cells were obtained from JCRB Cell Bank (Ibaraki, Japan) and were cultured in DMEM supplemented with 10% FBS. RAW 264 cells were obtained from RIKEN Cell Bank (Tsukuba, Japan) and were cultured in MEM supplemented with 0.1 mM NEAA and 10% FBS. All cells were maintained under 5% CO_2_ at 37°C.

### Viral vectors

ID8 cells were subjected to retroviral transduction with the GFP expression plasmid pMXs-IRES-GFP (kindly provided by T. Kitamura, The University of Tokyo). Infected cells were sorted with the use of a MoFlo XDP instrument (Beckman Coulter, Miami, FL) to collect GFP^+^ ID8 (ID8G) cells. Human or mouse PEDF cDNA (Dharmacon, Lafayette, CO) was cloned into the retroviral plasmid pMXs-IRES-puro (kindly provided by T. Kitamura) for retroviral transfer to SKOV3ip1 or ID8G cells, respectively. Plat-E or GP2-293T cells were transiently transfected with the resulting plasmids with the use of the Fugene HD reagent (Promega, Madison, WI). The empty pMXs-IRES-puro vector was used as a control. Infected cells were subjected to selection in the presence of puromycin (10 µg/ml). We obtained shRNAs that target mouse PEDF mRNA—shPEDF #1 (TRCN0000313899) and shPEDF #2 (TRCN 0000313900)—in the pLKO-puro vector from Sigma-Aldrich. Lenti-X 293 cells (Takara Bio, Tokyo, Japan) were transfected with these constructs with the use of Fugene HD (Promega), and the lentivirus-containing culture supernatants were collected for infection of GO2 cells. GO2 cells stably expressing the shRNAs were selected by culture in the presence of puromycin (10 µg/ml).

### Animal experiments

Animal care and procedures were performed in accordance with the guidelines of Keio University. Female immunocompetent (C57BL/6 J) and immunodeficient (BALB/c-nu/nu) mice at 6 to 8 weeks of age were obtained from Charles River Japan (Atsugi, Japan). Mice were killed with the use of isoflurane before becoming moribund. All animal experimental protocols were approved by the Keio University Ethics Committee for Animal Experiments.

### Analysis of tumorigenicity

ID8G, GO2, ID8G-EV, or ID8G-PEDF cells (5 × 10^6^) were injected i.p. into 7- to 9-week-old female C57BL/6 J mice, and sham-operated or omentectomized 8-week-old female C57BL/6 J mice, and SKOV3ip1-EV or SKOV3ip1-PEDF cells (1 × 10^7^) were injected i.p. into 7- to 9-week-old female BALB/c-nu/nu mice. Mice were killed at the indicated times after cell injection, and the weight of omental tumors, the number or weight of disseminated tumors in the peritoneal cavity, and the volume of ascites fluid were measured.

### Generation of GO2 cells, SKOV3ip1-Om2 cells, and ID8G-as2 cells

ID8G cells (5 × 10^6^) were suspended in 300 µl of PBS and then injected i.p. into 7- to 9-week-old female C57BL/6 J mice. The omentum was isolated between 90 and 120 days after cell injection and was dissociated by incubation for 1 h at 37 °C with collagenase (300 U/ml). Red blood cells in the tissue digest were lysed by exposure to NH_4_Cl. The single-cell suspension thus obtained was subjected to isolation of CD45^−^GFP^+^ cells with a MoFlo XDP instrument (Beckman Coulter) and cultured for several days. The resulting GO cells were then similarly injected into recipient mice, and the CD45^−^GFP^+^ cells subsequently isolated from the omentum were designated GO2 cells. SKOV3ip1 (1 × 10^7^) cells were injected into 6- to 8-week-old female BALB/c-nu/nu mice. Cells isolated from the omental tumors was subjected to isolation of EPCAM^+^ cells with a MACS instrument (Miltenyi Biotec) and were subsequently recycled with i.p. injection. EPCAM^+^ cells from the resulting omental tumors were designated SKOV3ip1-Om2 cells. Ascites of mice injected with ID8G cells were collected. After lysis of red blood cells in the ascites, CD45^−^GFP^+^ cells were obtained using MoFlo XDP instrument. The resulting ID8G-as cells were then injected into recipient mice and the cancer cells in the ascites were collected and termed ID8G-as2 cells.

### RNA extraction and RT-qPCR analysis

Total RNA was extracted from cells with the use of the TRIzol reagent (Invitrogen, Carlsbad, CA) and was subjected to RT with the use of ReverTra Ace qPCR RT Master Mix (Toyobo, Osaka, Japan). The resulting cDNA was subjected to qPCR with TB Green Premix Ex Taq II (Takara Bio). Transcript levels were normalized by the amount of β-actin mRNA. Primer sequences are listed in Supplementary Table 3.

### Immunoblot analysis

Cells were grown to 80% confluency in six-well plates, after which the growth medium was replaced by OptiMEM (Invitrogen) with or without drugs and the cells were cultured for an additional 24 h. Culture supernatants were mixed with acetone, and the precipitated protein was normalized by cell number and subjected to immunoblot analysis according to standard procedures with primary antibodies to PEDF (Abcam, Cambridge, UK).

### Generation of single-cell clones

Single ID8G cells were sorted directly with a MoFlo XDP cell sorter (Beckman Coulter) into 96-well plates. After culture for 3–7 days, wells containing a single colony were selected for clone expansion by culture in progressively larger plates.

### Cell proliferation assay

ID8G-EV or -PEDF cells, GO2 sh#1 or sh#2 cells (1 × 10^3^ per well), or SKOV3ip1-EV or -PEDF cells (1 × 10^4^ per well) were transferred to 96-well adherent tissue culture plates (Corning, Tewksbury, MA). Cell proliferation was assayed with the use of a CellTiter-Glo Luminescent Cell Viability Assay Kit (Promega) and a multimode plate reader (EnVision; Perkin-Elmer, Boston, MA) after culture for the indicated times with or without drugs.

### Anoikis resistance assay

ID8G-EV or -PEDF cells, GO2 sh#1 or sh#2 cells (1 × 10^4^ per well), or SKOV3ip1-EV or -PEDF cells (2 × 10^4^ per well) were transferred to ultralow attachment 96-well plates (Corning) and cultured for the indicated times before assay of cell survival with a CellTiter-Glo Luminescent Cell Viability Assay Kit (Promega) and an EnVision multimode plate reader (Perkin-Elmer).

### Attachment assay

ID8G-EV or -PEDF cells, GO2 sh#1 or sh#2 cells, or SKOV3ip1-EV or -PEDF cells (2 × 10^4^ per well) in 100 µl of serum-free medium were transferred to 96-well flat-bottom plates coated with fibronectin (Corning). The cells were incubated for 90 min at 37 °C and then washed twice with PBS, after which the attached cells were assayed with a CellTiter-Glo Luminescent Cell Viability Assay Kit (Promega).

### Macrophage differentiation assay

ID8G-EV or ID8G-PEDF cells (1 × 10^5^/ml) were transferred to 100 mm culture dishes and cultured for 24 h, after which growth medium was replaced with OptiMEM (Invitrogen) and the cells were cultured for an additional 24 h. The conditioned medium was then collected and centrifuged at 2500 × *g* to remove cell debris. Bone marrow was extruded from the femur of killed female C57BL/6 J mice at 6–8 weeks of age, and the collected cells were cultured for 7 days in 12-well plates with macrophage complete medium^59^. The resulting BMDMs were then exposed for 48 h to 1 ml of the conditioned medium derived from ID8G-EV or ID8G-PEDF cells before analysis of gene expression. RAW 264 cells (1 × 10^5^/ml) were transferred to 12-well plates and cultured for 24 h, then exposed for 24 h to 1 ml of the conditioned medium derived from ID8G-EV or ID8G-PEDF cells before analysis of gene expression.

### Assay of mouse IL-10

ID8G-EV or -PEDF cells (5 × 10^6^) were injected i.p. into C57BL/6 J mice. The mice were killed 5 days after cell injection, and the peritoneal cavity was washed with 3 ml of PBS. The collected peritoneal fluid was centrifuged at 400 × g to remove cells, and the concentration of IL-10 in the supernatant was measured with a High Sensitivity ELISA Kit for IL10 (Cloud-Clone, Houston, TX). The peritoneal cavity of mice injected with ID8G-EV or -PEDF cells (5 × 10^6^) was washed with PBS on day 5 to collect free-floating cells. CD11b^+^ cells were isolated with a use of EasySep Mouse CD11b Positive Selection Kit II and were transferred to 96-well plates (3 × 10^6^/ml) and cultured for 24 h. Growth medium was replaced with a new medium and the cells were cultured for an additional 24 h. The conditioned medium was then collected and centrifuged at 2500×g to remove cell debris. The concentration of IL-10 in the supernatant was measured with an ELISA MAX Standard Set Mouse IL-10 (Biolegend).

### FACS and flow cytometry

For characterization of immune cells in the peritoneal cavity of C57BL/6 J mice at 5 days after i.p. injection of ID8G-EV or -PEDF cells (5 × 10^6^), mice were killed and the peritoneal cavity was washed with PBS to collect free-floating cells. The collected cells were analyzed with an Attune Acoustic Focusing Cytometer (Thermo Fisher Scientific, Rockford, IL). For analysis of LPMs, intPMs, and SPMs, we used CytoFLEX Flow Cytometer (Beckman Coulter). The following labeled monoclonal or polyclonal antibodies, obtained from BioLegend (San Diego, CA) unless indicated otherwise, were used for flow cytometry: anti-CD45 (clone 30-F11), anti-CD19 (clone 6D5), anti-NK1.1 (clone PK136), anti-CD11c (clone N418), anti-CD3ε (clone 145-2C11, Thermo Fisher eBioscience), anti-CD11b (clone M1/70), anti-MHC II (clone M5/114.15.2), and anti-F4/80 (clone BM8). Polyclonal antibodies to mouse CD206 (ab64693) were obtained from Abcam and were detected with Alexa Fluor 647–labeled secondary antibodies (BioLegend) at a 1:200 dilution. All primary antibodies for flow cytometry were diluted 1:200. Antibodies to mouse CD16/32 (clone 93, BioLegend) were routinely applied (at a 1:200 dilution) to block Fcγ receptors before staining. FACS was performed with a MoFlo XDP instrument (Beckman Coulter), and sorted cells were frozen in TRIzol (Invitrogen) for subsequent gene expression analysis.

### In vivo treatment of mouse models

Rat monoclonal antibodies to IL-10R (1B1.3 A) and rat isotype control antibodies (TNP6A7) were obtained from BioXCell (West Lebanon, NH). The antibodies (250 µg) were injected i.v. into mice 2 h before as well as 24 and 72 h after transplantation of ID8G-EV or ID8G-PEDF cells. For treatment with clodronate or control liposomes (Hygieia Bioscience, Minoh, Japan), the liposomes (75 µl) were injected i.v. into mice 1 day before transplantation of ID8G-PEDF cells. For treatment with AS101 (R&D Systems, Minneapolis, MN), the drug (20 µg) or vehicle was administered i.v. into mice 2 h before and daily for 4 days after transplantation of ID8G-EV or ID8G-PEDF cells. For BET inhibitor treatment, ARV-825 (10 mg/kg; ChemieTek, Indianapolis, IN) or vehicle was administered i.p. to mice on the day of as well as 2 and 4 days after transplantation of GO2 cells.

### In vitro treatment with epigenetic drugs

GO2 (3 × 10^4^ per well) or p53-def-MOSE (5 × 10^4^ per well) cells were transferred to 12-well, adherent tissue culture plates (Corning) and cultured for 24 h, after which they were exposed to epigenetic drugs and incubated for an additional 24 h. The cells were frozen in TRIzol (Invitrogen) for subsequent gene expression analysis. Anacardic acid, C646, and MB-3 were obtained from Sigma-Aldrich and JQ1, GSK-J4, and JIB-04 from MedChemExpress (Monmouth Junction, NJ).

### Clinical samples for assay of IL-10 and PEDF

Human part of the study was approved by the Keio University Ethics Committee for Medical Research. Ascites fluid was collected at the beginning of surgery, serum collected before administration of any treatment, and relevant clinical data were obtained from the Hyogo Cancer Center Biobank. Samples from patients who had received any prior treatment were excluded. Ascites fluid samples were obtained from 28 patients with OC and 3 patients with LMP ovarian tumors. Serum samples were available for 45 patients with OC, 6 patients with benign epithelial ovarian tumors, and 15 patients with epithelial LMP ovarian tumors. The concentrations of IL-10 and PEDF were measured with an IL-10 Human Uncoated ELISA Kit (Thermo Fisher Scientific) and Human SerpinF1/PEDF DuoSet ELISA (R&D Systems), respectively.

### Microarray analysis

Samples were processed for microarray analysis at the Core Instrumentation Facility of Keio University School of Medicine. Total RNA was extracted from cells with the use of the TRIzol reagent (Invitrogen) and an RNeasy Mini Kit (Qiagen, Hilden, Germany). Cy3-labeled cRNA probes were synthesized from the total RNA and subjected to hybridization with a SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent technologies, Santa Clara, CA). 

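The arrays lay on 1 slide and were read in 1 scan, and the arrays of each cell line lay side by side on it, so the layout alone does not separate position on the slide from cell line. The 7 spike-in transcripts well above background on all 4 arrays differed by at most 0.278 on the log2 scale between the cell lines after scaling. No spot was saturated. The scanner software marked 167 and 175 spots as outliers on the ID8G arrays and 132 and 195 on the GO2 arrays. The 75th percentile of the intensity was 675 and 668 on the ID8G arrays and 635 and 627 on the GO2 arrays. Across the probes tested, the Pearson correlation between replicates was 0.997 for each cell line, and between cell lines it ranged from 0.967 to 0.968. Probes are not independent replicates. The median absolute log2 difference was 0.077 between the ID8G replicates, 0.078 between the GO2 replicates and 0.213 to 0.220 between the cell lines.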

Raw intensity data for each experiment were analyzed with GeneSpring GX software (Tomy Digital Biology, Tokyo, Japan).

### Analysis of human GEO dataset and TCGA data

Human RNA-sequencing data (GSE137237) and microarray data (GSE18521) were obtained from NCBI Gene Expression Omnibus. RNA-sequencing data was analyzed by CLC Gx. CPM (counts per million) was obtained by applying TMM Normalization to the CPM values. TCGA data for patients with ovarian serous cystadenocarcinoma were downloaded from GDC data portal. Gene expression data with associated clinical data, including OS or DFS and clinical stage, were assessed. For analysis of SERPINF1 expression, samples were divided into two cohorts on the basis of the median expression level.

### Statistics and reproducibility

For in vitro experiments, all results were confirmed with three independent experiments, with the data of one representative experiment being presented. For experiments using BMDMs, results were confirmed with at least two independent experiments, with the data of one representative experiment being presented. Results are expressed as means ± SD unless indicated otherwise. Comparisons between two groups were performed with the two-tailed unpaired Student’s *t* test and Welch’s correction or Wilcoxon matched-pairs signed rank test. Comparisons between multiple groups were performed with the Welch’s ANOVA followed by Dunnett’s post hoc test. For survival analysis, the Wilcoxon test was applied to TCGA data and the log-rank test to mouse data. ROC curve-determined cutoff values of PEDF levels were optimized for diagnostic sensitivity and specificity. Fisher exact test was applied to assess differences between groups. Correlation analysis was performed with Pearson’s correlation coefficient. All statistical analyses were performed with GraphPad Prism 9. (GraphPad Software, San Diego, CA). A *P* value of <0.05 was considered statistically significant.

### Study approval

All animal experimental protocols were approved by the Keio University Ethics Committee for Animal Experiments. Human samples were provided by the Biobank of Hyogo Cancer Center, and the human part of the study was approved by the Keio University Ethics Committee for Medical Research. Written informed consent for Biobank-dependent research was obtained from all the participants.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Microarray data in this study have been deposited into the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE201275. Human RNA-sequencing data and microarray data that support the findings of this study is available at NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession numbers GSE137237 and GSE18521, respectively. Data from the TCGA were downloaded from the GDC data portal: https://portal.gdc.cancer.gov/. Data presented in the main figures are available in the Supplementary Data 2. Uncropped blots are shown in Supplementary Fig. 6. All other data supporting the findings of this study are available either within the body of paper, within the Supplementary information, or are available from the corresponding authors upon reasonable request. The plasmids used in this study are available upon request.

# Supplementary material for: Pigment epithelium-derived factor promotes peritoneal dissemination of ovarian cancer through induction of immunosuppressive macrophages
**Source:** Commun Biol. 2022 Sep 2;5:904. doi: 10.1038/s42003-022-03837-4

## **Supplementary Information**

Supplementary Figure 1.

Supplementary Figure 2.

Supplementary Figure 3.

Supplementary Figure 4.

Supplementary Figure 5.

Supplementary Figure 6.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Gating information

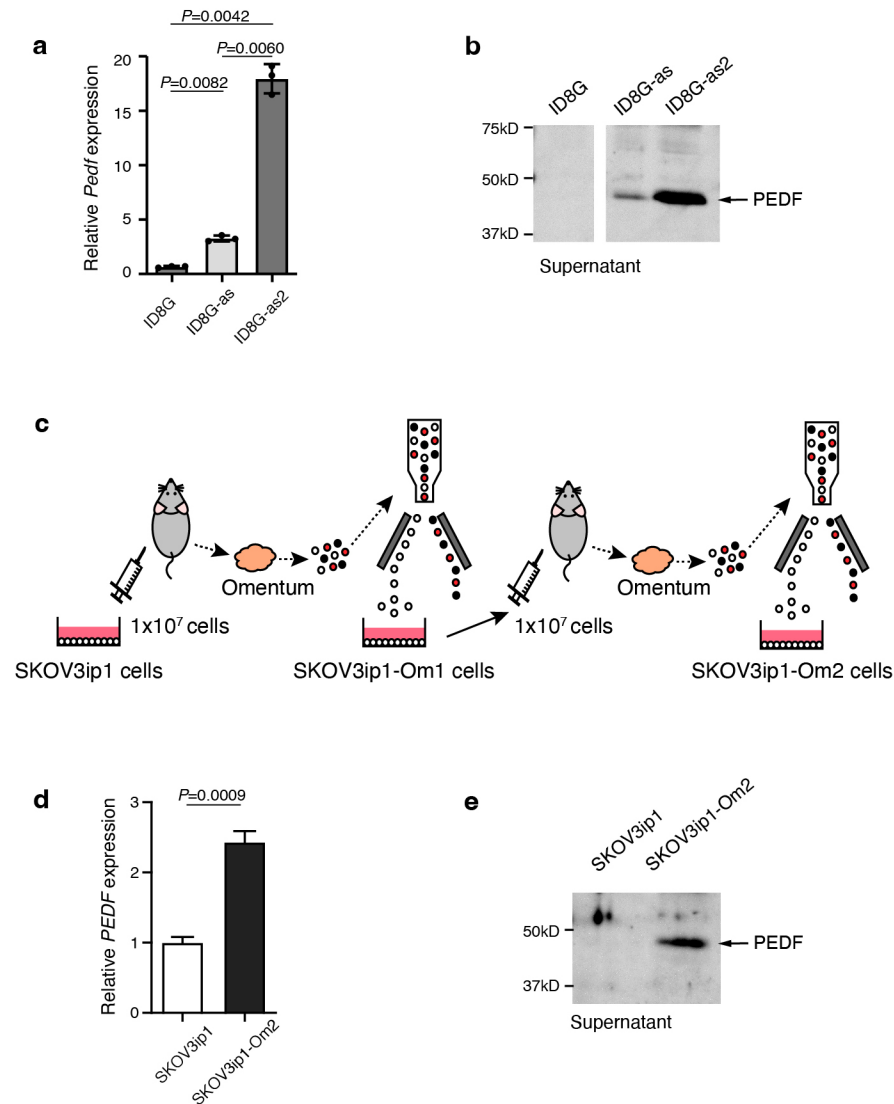

**Supplementary Figure 1, related to Fig. 1.** **a** RT-qPCR analysis of PEDF mRNA in ID8G, ID8G-as, and ID8G-as2 cells. **b** Immunoblot analysis of PEDF in culture supernatants of ID8G, ID8G-as, and ID8G-as2 cells. **c** Generation of a human ovarian tumor model based on the injection of EPCAM<sup>+</sup> omental tumor cells into the peritoneal cavity. **d** RT-qPCR analysis of PEDF mRNA in SKOV3ip1 and SKOV3ip1-Om2 cells. **e** Immunoblot analysis of PEDF in culture supernatants of SKOV3ip1 and SKOV3ip1-Om2 cells. All quantitative data are means  $\pm$  SD of three replicates for representative experiments out of a total of three performed. Data for **a** were analyzed by Welch's ANOVA followed by Dunnett's post hoc test, for **d** by unpaired *t* test with Welch's correction.

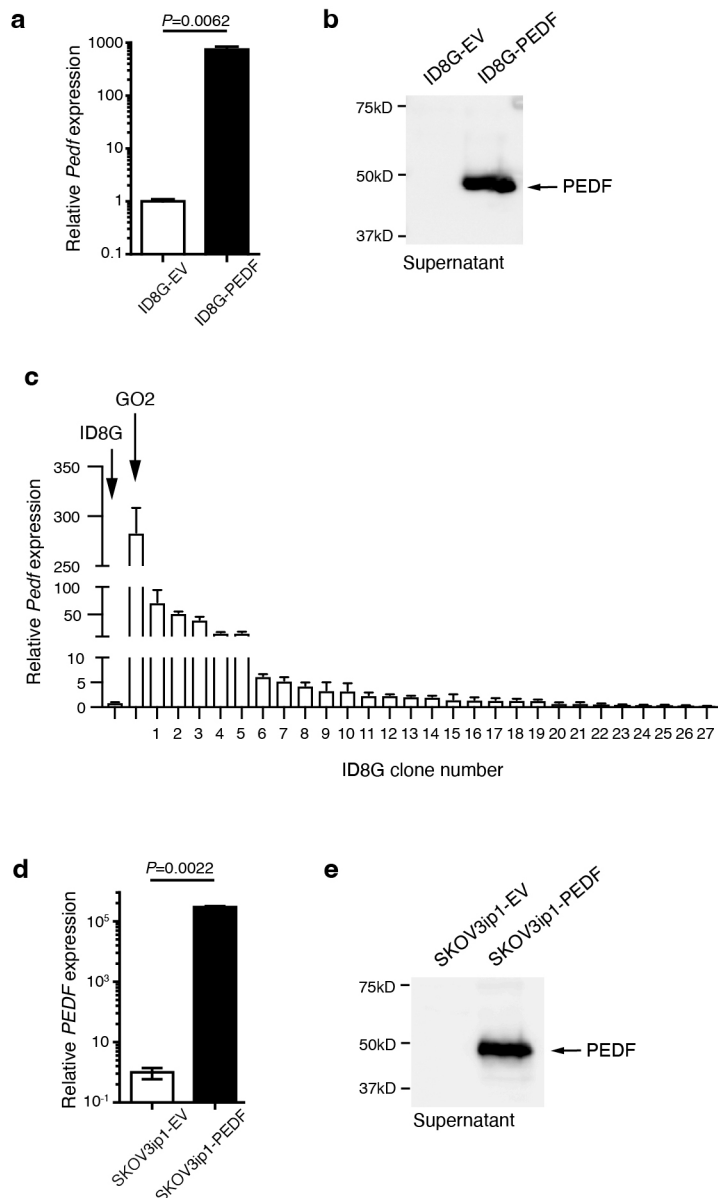

**Supplementary Figure 2, related to Fig. 2.** **a** RT-qPCR analysis of PEDF mRNA in ID8G-EV and ID8G-PEDF cells. **b** Immunoblot analysis of PEDF in culture supernatants of ID8G-EV and ID8G-PEDF cells. **c** RT-qPCR analysis of PEDF mRNA in 27 single-cell clones of ID8G cells, relative to parental ID8G cells. **d** RT-qPCR analysis of PEDF mRNA in SKOV3ip1-EV and SKOV3ip1-PEDF cells. **e** Immunoblot analysis of PEDF in culture supernatants of SKOV3ip1-EV and SKOV3ip1-PEDF cells. All quantitative data are means  $\pm$  SD of three replicates for representative experiments out of a total of three performed and were analyzed by unpaired  $t$  test with Welch's correction.

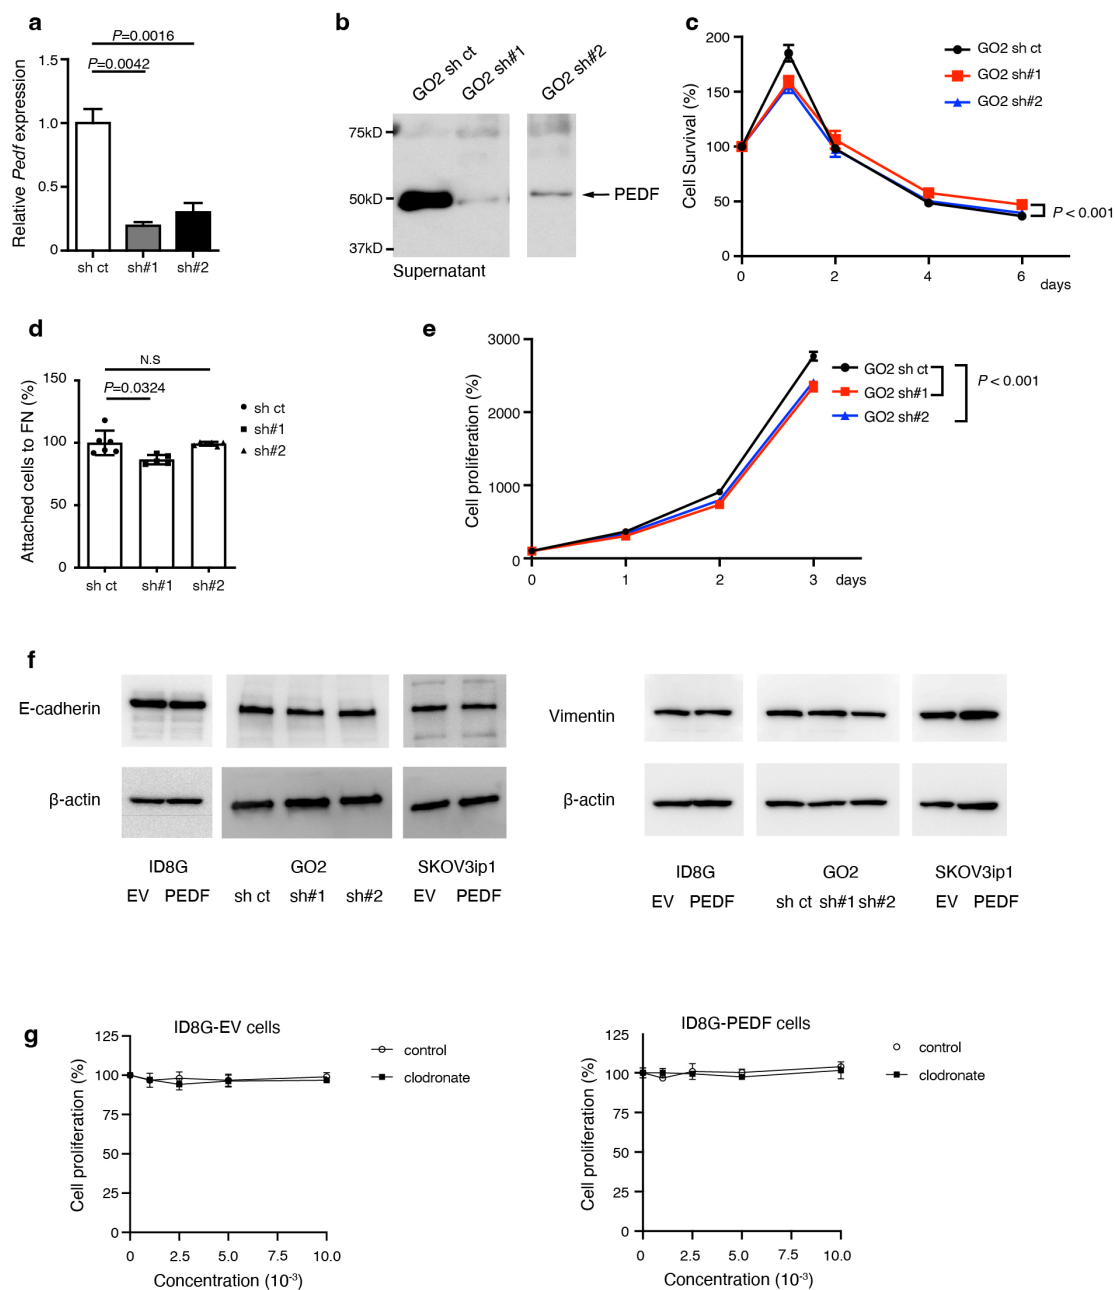

**Supplementary Figure 3, related to Fig. 3. a** RT-qPCR analysis of PEDF mRNA in GO2 sh#1 or sh#2 or corresponding control (sh ct) cells. **b** Immunoblot analysis of PEDF in culture supernatants of GO2 sh#1 or sh#2 or corresponding control (sh ct) cells. **c** Anoikis resistance assay for cells as in (a) ( $n = 5$  each). **d** Attachment assay for GO2 sh#1 or sh#2 or corresponding control (sh ct) cells cultured in wells coated with fibronectin ( $n = 5$  each). **e** Cell proliferation assay for GO2 sh#1 or sh#2 or corresponding control (sh ct) cells ( $n = 5$  each). **f** Immunoblot analysis of E-cadherin

and Vimentin expression. **g** The proliferation of ID8G-EV and ID8G-PEDF cells exposed to clodronate liposomes or control liposomes at a range of concentrations for 48h was assessed ( $n = 3$  each). All data are means  $\pm$  SD for the indicated number of replicates from representative experiments out of a total of three performed. Data for **a** were analyzed by unpaired  $t$  test with Welch's correction, for **c** and **e** by two-way ANOVA, for **d** by Welch's ANOVA followed by Dunnett's post hoc test.

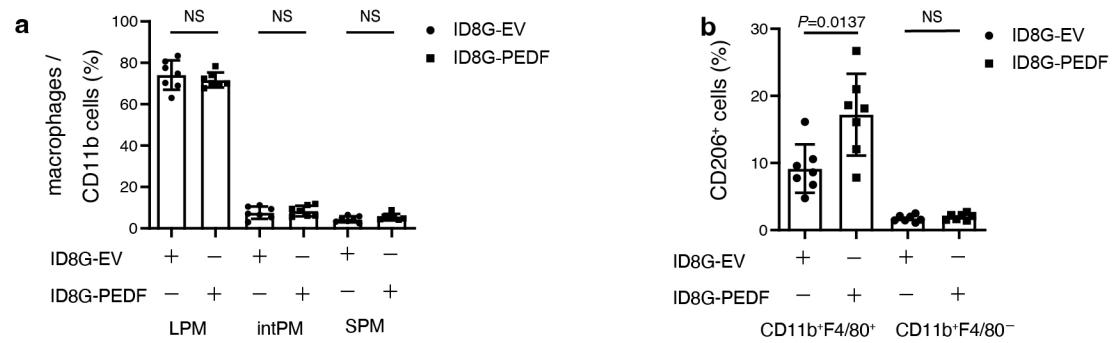

**Supplementary Figure 4, related to Fig. 5. (a)** Percentage of F4/80<sup>+</sup> MHC II<sup>-</sup> LPMs, F4/80<sup>int</sup> MHC II<sup>int</sup> intPMs, and F4/80<sup>-</sup> MHC II<sup>+</sup> SPMs among CD11b<sup>+</sup> cells in the peritoneal cavity of C57BL/6J mice at 5 days after i.p injection of ID8G-EV or ID8G-PEDF cells ( $n = 7$  mice). **(b)** Percentage of CD206<sup>+</sup> cells in CD11b<sup>+</sup>F4/80<sup>+</sup> cells and CD11b<sup>+</sup> F4/80<sup>-</sup> cells in the peritoneal cavity of C57BL/6J mice at 5 days after i.p injection of ID8G-EV or ID8G-PEDF cells ( $n = 7$  mice). Data are means  $\pm$  SD. \* $P < 0.05$ , NS (unpaired  $t$  test with Welch's correction).

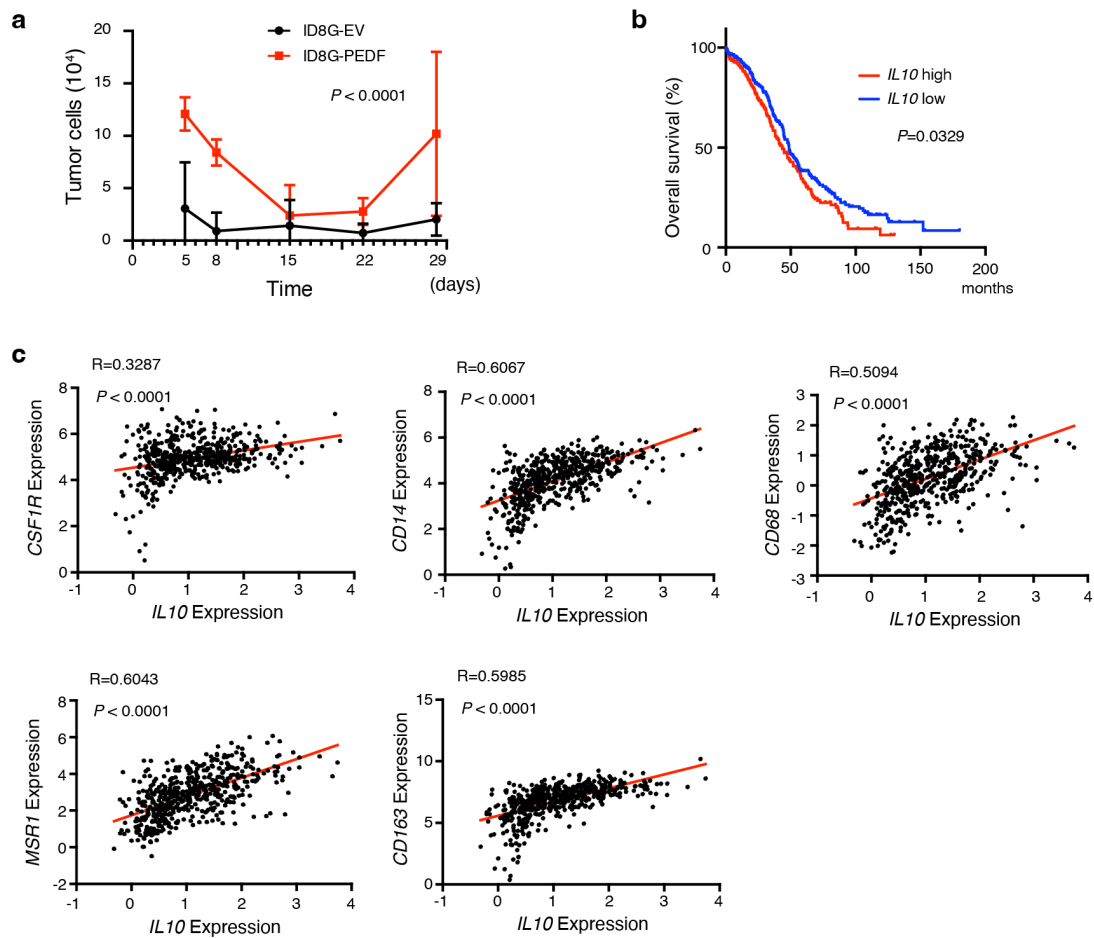

**Supplementary Figure 5.** (a) Number of GFP<sup>+</sup> cells in peritoneal washes at the indicated times after i.p. injection of ID8G-EV or ID8G-PEDF cells ( $5 \times 10^6$ ) into C57BL/6J mice ( $n = 3$  or 4 mice for each group at each time point). At each time point, mice were sacrificed and peritoneal cells were collected for further analysis. Data were analyzed by two-way ANOVA. (b) Kaplan-Meier analysis of OS for 529 patients with ovarian serous adenocarcinoma and high or low expression of the *IL-10* in TCGA. The expression cutoff was the median, and the  $P$  values were determined with the Wilcoxon test. (c) Pearson's correlation analysis for expression of *IL10* versus that of *CSF1R*, *CD14*, *CD68*, *MSR1*, or *CD163* in human OC samples of TCGA ( $n = 531$ ).

**Supplementary Figure 6.** Uncropped blots for main and supplementary figures.

Full unedited gel for Fig 1g

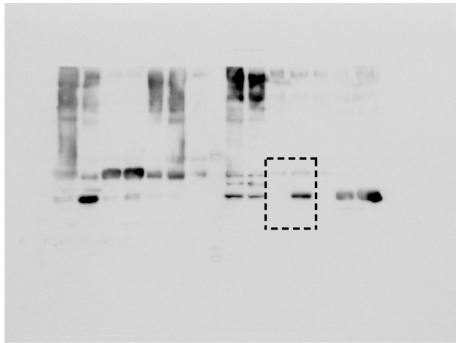

Full unedited gel for Fig 7a

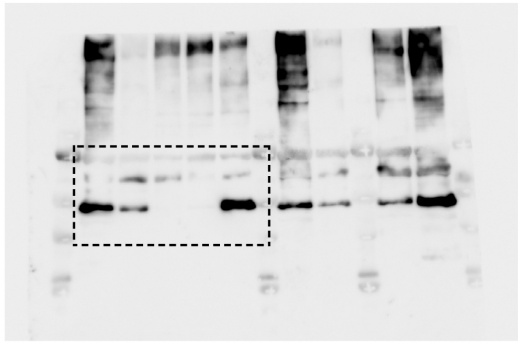

Full unedited gel for Fig 7h  
(p53-def-MOSE cells treated with JQ1)

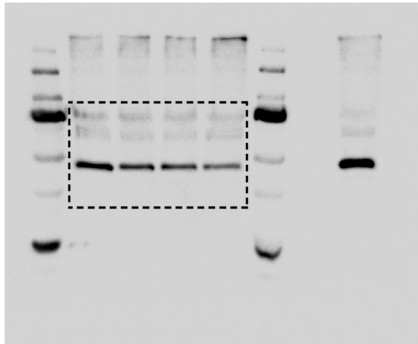

Full unedited gel for Fig 7h  
(GO2 cells treated with JQ1)

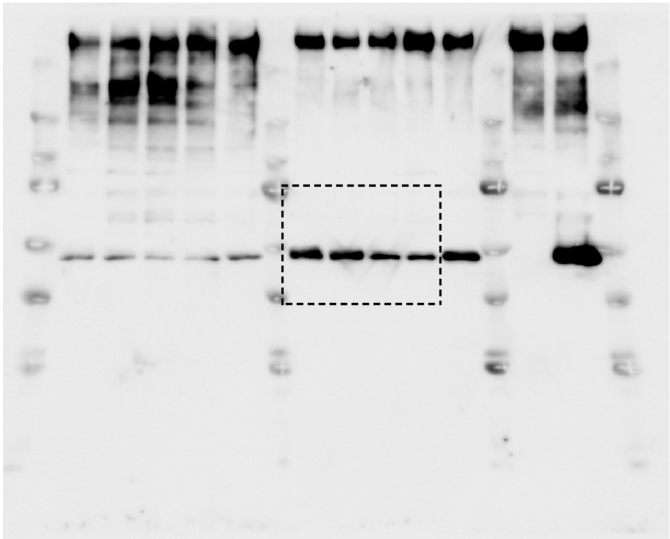

Full unedited gel for Fig 7h  
(p53-def-MOSE cells treated with ARV-825)

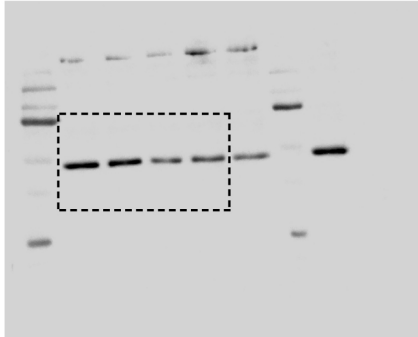

Full unedited gel for Fig 7h  
(GO2 cells treated with ARV-825)

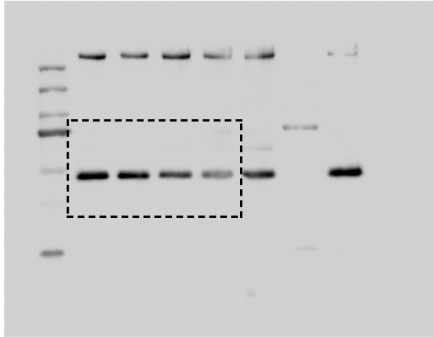

Full unedited gel for Supplementary Fig 1b

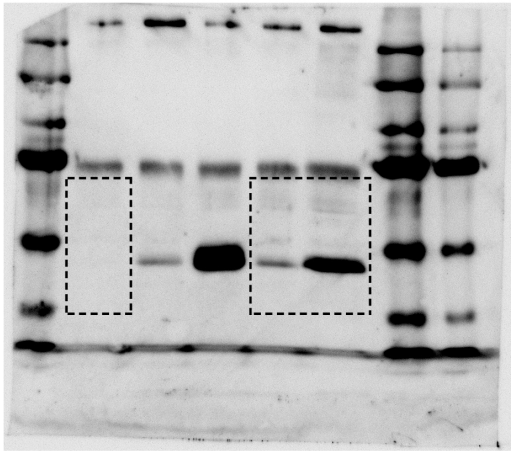

Full unedited gel for Supplementary Fig 1e

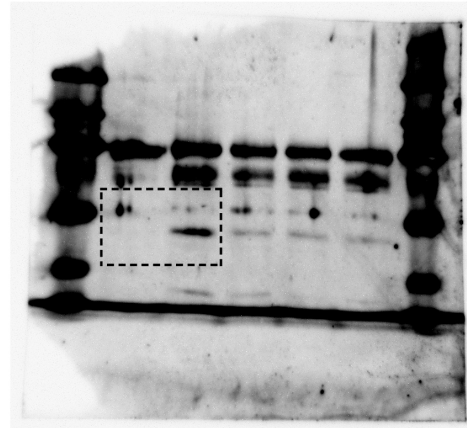

Full unedited gel for Supplementary Fig 2b

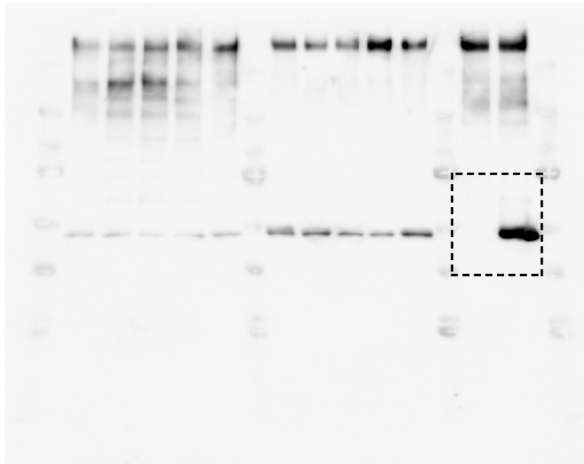

Full unedited gel for Supplementary Fig 2e  
(short exposure)

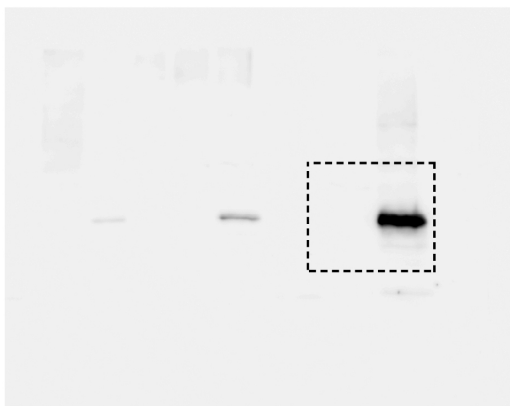

Full unedited gel for Supplementary Fig 2e  
(long exposure)

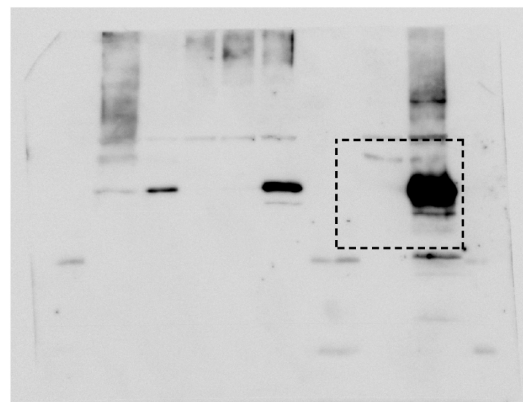

Full unedited gel for Supplementary Fig 3b

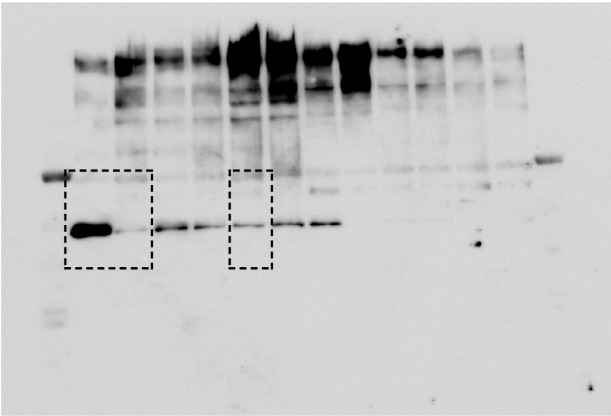

Full unedited gel for Supplementary Fig 3f (E-cadherin)

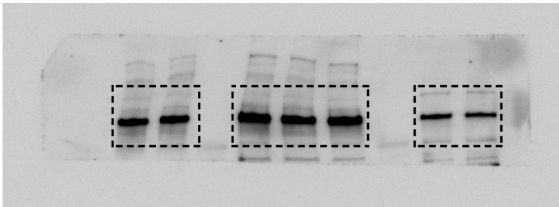

Full unedited gel for Supplementary Fig 3f ( $\beta$ -actin)

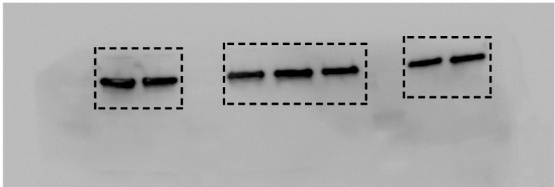

Full unedited gel for Supplementary Fig 3f (Vimentin)

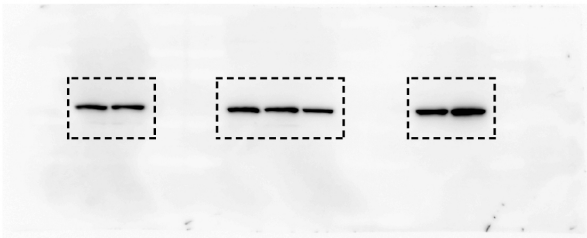

Full unedited gel for Supplementary Fig 3f ( $\beta$ -actin)

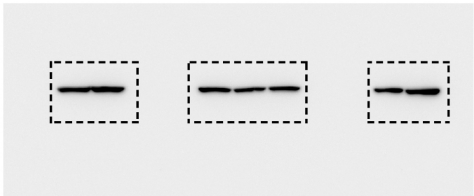

**Supplementary Table 1. Kaplan-Meier analysis of overall survival related to expression of genes listed in Fig. 1e.**

| Gene           | Expression | n   | OS (months) | <i>P</i> |
|----------------|------------|-----|-------------|----------|
| <i>COL8A1</i>  | high       | 264 | 44.78       | 0.0656   |
|                | low        | 265 | 48.75       |          |
| <i>CD302</i>   | high       | 262 | 44.05       | 0.0126   |
|                | low        | 267 | 48.75       |          |
| <i>DDR2</i>    | high       | 264 | 44.88       | 0.0623   |
|                | low        | 265 | 48.75       |          |
| <i>COL1A2</i>  | high       | 265 | 44.51       | 0.0851   |
|                | low        | 264 | 48.72       |          |
| <i>FBLN5</i>   | high       | 262 | 45.34       | 0.1559   |
|                | low        | 267 | 47.54       |          |
| <i>CASP1</i>   | high       | 264 | 48.29       | 0.7270   |
|                | low        | 265 | 44.78       |          |
| <i>APBB1IP</i> | high       | 263 | 45.11       | 0.1042   |
|                | low        | 266 | 48.72       |          |

**Supplementary Table 2. Kaplan-Meier analysis of disease-free survival related to expression of genes listed in Fig. 1e.**

| Gene           | Expression | n   | DFS (months) | <i>P</i> |
|----------------|------------|-----|--------------|----------|
| <i>COL8A1</i>  | high       | 223 | 17.87        | 0.0421   |
|                | low        | 229 | 18.89        |          |
| <i>CD302</i>   | high       | 224 | 18.04        | 0.6282   |
|                | low        | 228 | 17.97        |          |
| <i>DDR2</i>    | high       | 223 | 17.71        | 0.1798   |
|                | low        | 229 | 18.96        |          |
| <i>COL1A2</i>  | high       | 224 | 17.58        | 0.0229   |
|                | low        | 228 | 19.15        |          |
| <i>FBLN5</i>   | high       | 221 | 18.66        | 0.3756   |
|                | low        | 231 | 17.64        |          |
| <i>CASP1</i>   | high       | 229 | 18.20        | 0.9124   |
|                | low        | 223 | 17.64        |          |
| <i>APBB1IP</i> | high       | 228 | 18.00        | 0.7657   |
|                | low        | 224 | 17.97        |          |

**Supplementary Table 3. Primers used for detection of mRNA expression by RT-qPCR**

| Genes                  | Sequences                        |                                  |
|------------------------|----------------------------------|----------------------------------|
|                        | Forward                          | Reverse                          |
| Murine Experiments     |                                  |                                  |
| <i>Serpinf1</i>        | AAGTTCTGGGTCACGGTCAG             | ACGATACGGCTTGGACTCTG             |
| <i>Il10</i>            | CGGGAAGACAATAACTGCAC<br>CC       | CGGTTAGCAGTATGTTGTCC<br>AGC      |
| <i>Mrc1</i><br>(CD206) | GTTCACCTGGAGTGATGGTT<br>CTC      | AGGACATGCCAGGGTCACCT<br>TT       |
| <i>Actb</i>            | CGGTTCCGATGCCCTGAGGC<br>TCTT     | CGTCACACTTCATGATGGAA<br>TTGA     |
| Human Experiments      |                                  |                                  |
| <i>SERPINF1</i>        | TGAAGGCGAAGTCACCAAG<br>TCC       | CCATCCTCGTTCCACTCAAA<br>GC       |

## Gating information

Fig. 3h, 3i, 4d, 5i, 8b, Sup Fig 5a

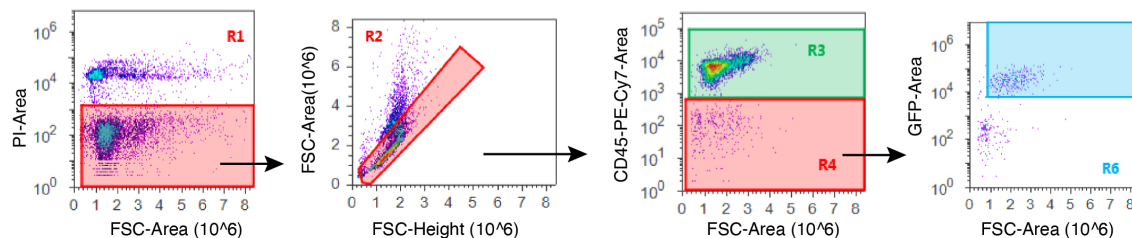

Fig.4e, 8c, 8d

a) CD45 positive cells

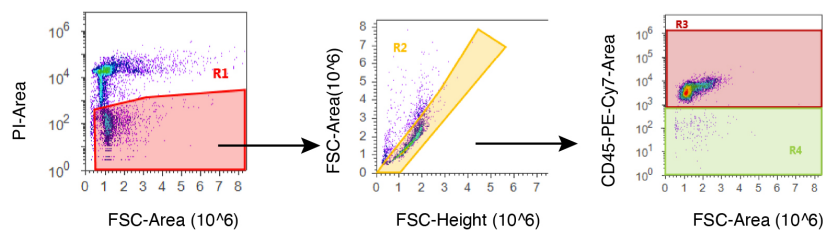

b) CD45 positive CD3 positive cells

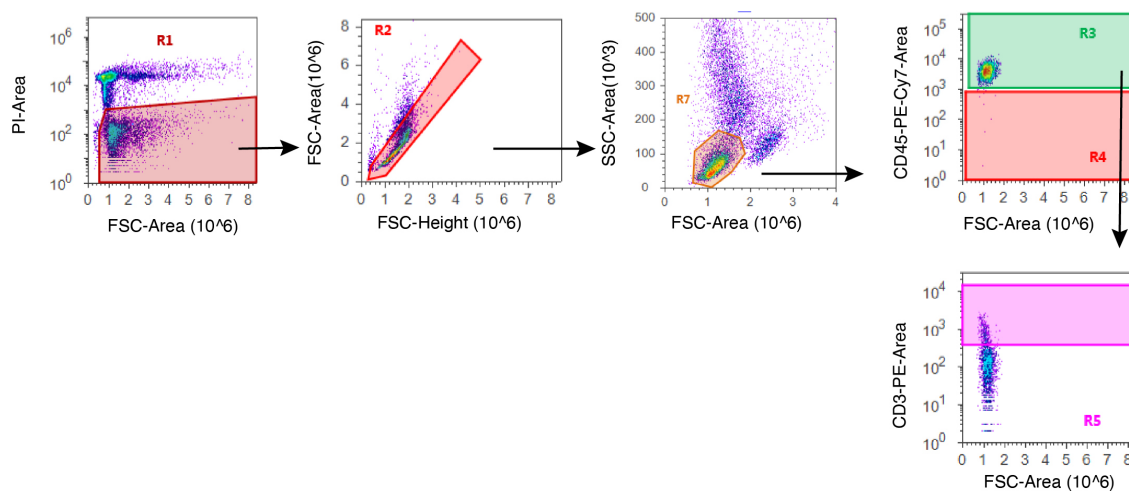

c) CD45 positive CD19 positive cells

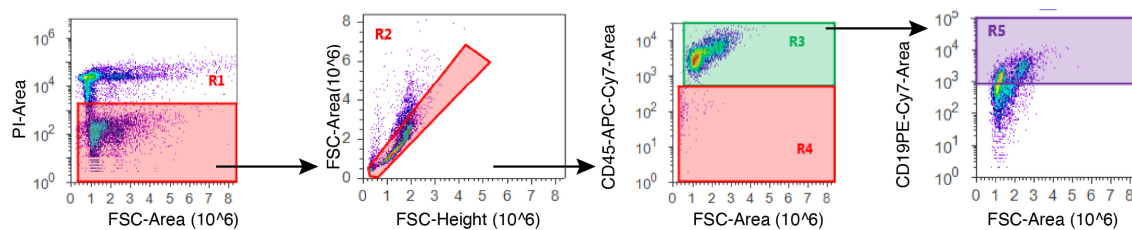

d) CD45 positive CD11b positive cells

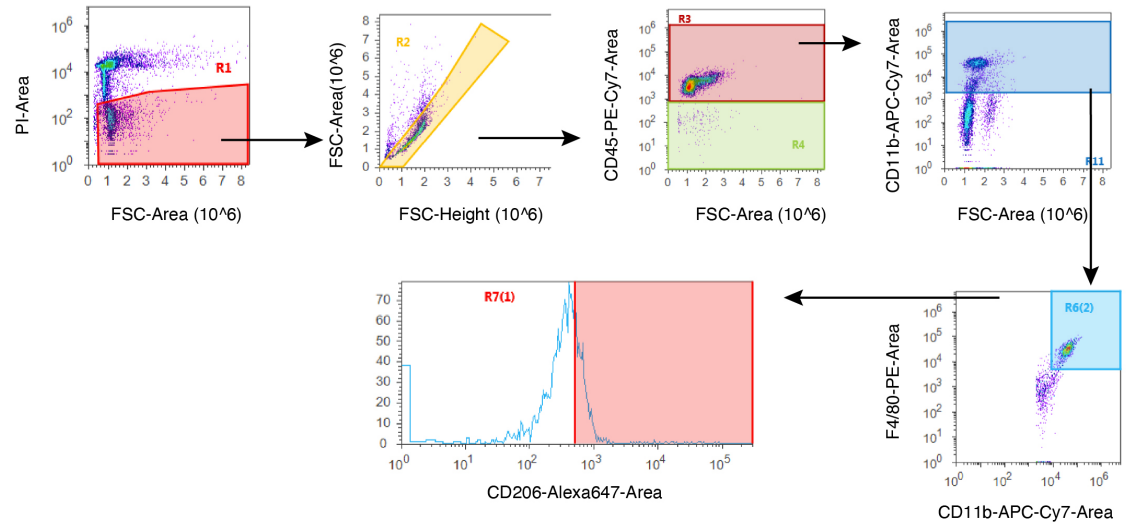

e) CD45 positive CD11c positive cells

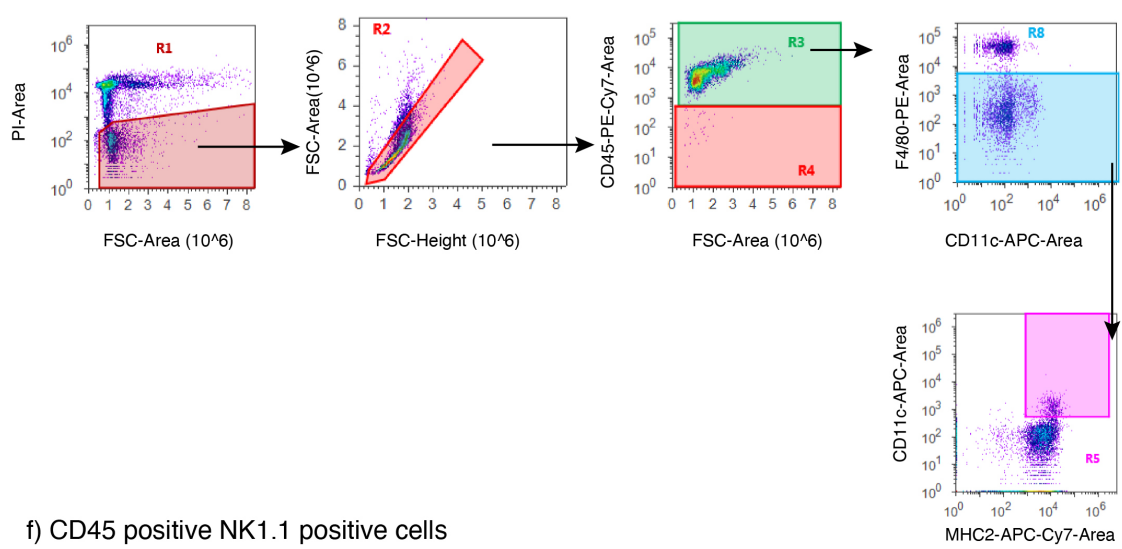

f) CD45 positive NK1.1 positive cells

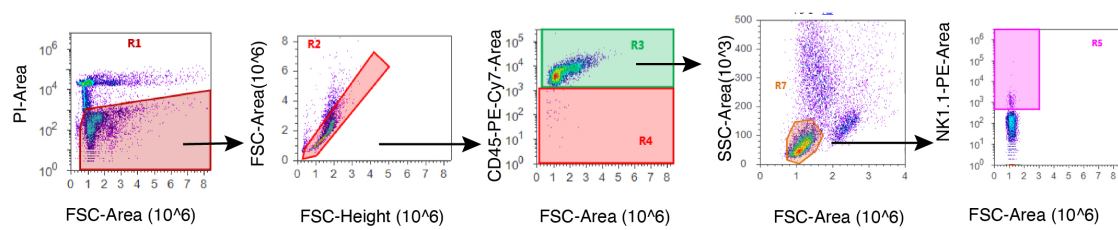

Fig 5b

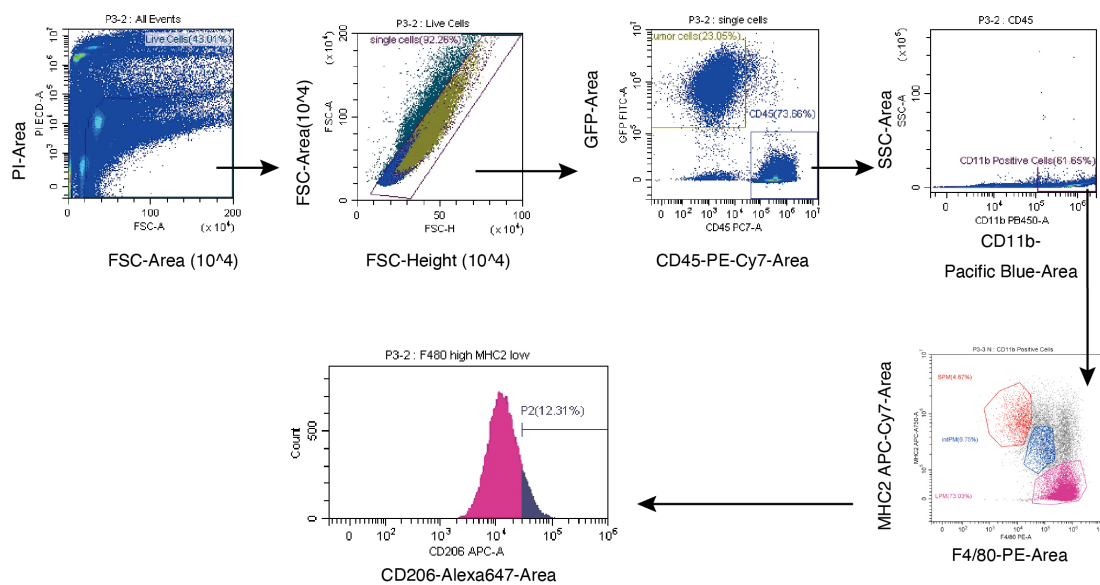

Sup Fig 4a

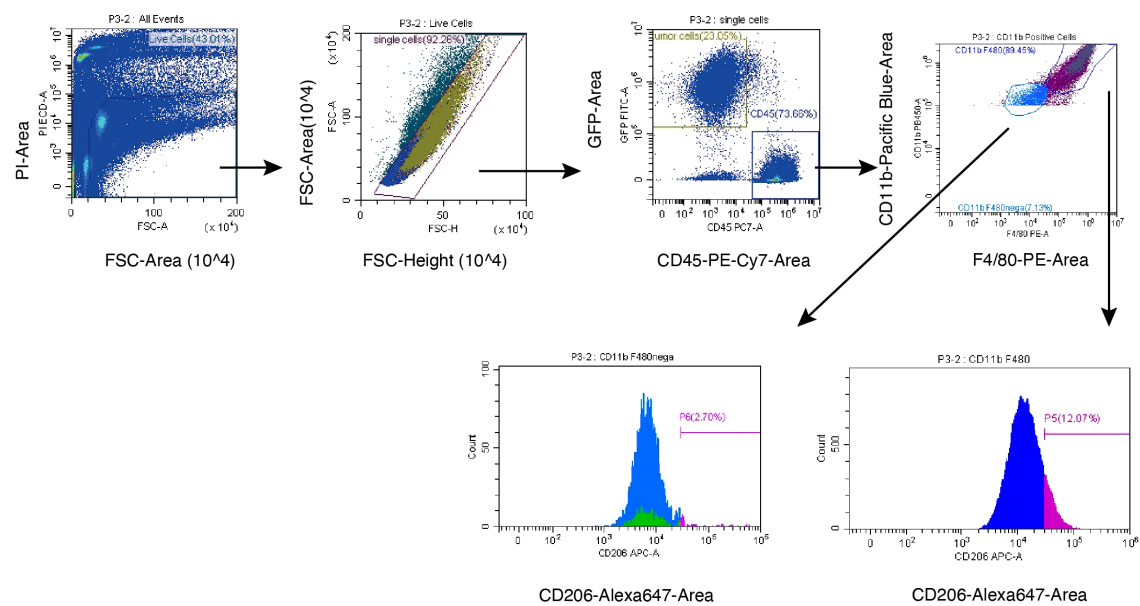

**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary material for: Pigment epithelium-derived factor promotes peritoneal dissemination of ovarian cancer through induction of immunosuppressive macrophages
**Source:** Commun Biol. 2022 Sep 2;5:904. doi: 10.1038/s42003-022-03837-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Microarray Data

**File name:** Supplementary Data 2

**Description:** The source data behind the graphs in the paper

# Supplementary material for: Pigment epithelium-derived factor promotes peritoneal dissemination of ovarian cancer through induction of immunosuppressive macrophages
**Source:** Commun Biol. 2022 Sep 2;5:904. doi: 10.1038/s42003-022-03837-4
**Supplement:** Supplementary file 6 — Reporting Summary

Last updated by author(s): Jul 25, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection -FACS data was collected by either an Attune cytometer, Software version 2.1.0, or CytoFLEX Flow Cytometer, CytExpert Software

Data analysis -FACS data was collected by an Attune cytometer, Software version 2.1.0, or CytoFLEX Flow Cytometer, CytExpert Software  
-Statistical analysis was performed with GraphPad Prism 9.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Human RNA-sequencing data (GSE137237) and microarray data (GSE18521) were obtained from NCBI Gene Expression Omnibus. RNA-sequencing data was analyzed by CLC Gx. CPM (counts per million) was obtained by applying TMM Normalization to the CPM values. TCGA data for patients with ovarian serous cystadenocarcinoma were downloaded from GDC data portal.: <https://portal.gdc.cancer.gov/>. Data presented in the main figures are available in the Supplementary data. All other data supporting the findings of this study are available either within the body of paper, within the Supplementary information, or are available from the corresponding authors upon reasonable request.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to determine sample size. Sample sizes were chosen based on previous experiments. |
| Data exclusions | No data were excluded from the analysis                                                                          |
| Replication     | Reproducibility was tested by performing independent replications per experiment as indicated in the manuscript. |
| Randomization   | Animals were randomly allocated to the experimental groups before treatment.                                     |
| Blinding        | No blinding was performed.                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-mouse CD16/32 (clone 93) BioLegend (San Diego, CA)<br>anti-mouse CD45 (clone 30-F11) BioLegend (San Diego, CA)<br>anti-mouse CD19 (clone 6D5) BioLegend (San Diego, CA)<br>anti-mouse NK1.1 (clone PK136) BioLegend (San Diego, CA)<br>anti-mouse CD11c (clone N418) BioLegend (San Diego, CA)<br>anti-mouse CD3e (clone 145-2C11, Thermo Fisher eBioscience),<br>anti-mouse CD11b (clone M1/70) BioLegend (San Diego, CA)<br>anti-mouse F4/80 (clone BM8) BioLegend (San Diego, CA)<br>anti-I-A/I-E (clone M5/114.15.2) BioLegend (San Diego, CA)<br>anti-mouse CD206 (ab64693) Abcam<br>Alexa Fluor 647 anti-rabbit IgG (clone Poly4064) BioLegend (San Diego, CA)<br><br>anti-human PEDF (ab14993) for human cell lines<br>anti-PEDF (ab180711) for mouse cell lines |
| Validation      | All antibodies were validated by the manufacturers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                                             |
|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | ID8 cells were obtained from K. F. Roby (University of Kansas Medical Center).<br>SKOV3ip1 cells were obtained from D. Yu (University of Texas, MD Anderson Cancer Center). |
|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

p53-def-MOSE and T-Ag-MOSE cells were obtained from JCRB Cell Bank.  
RAW 264 cells were obtained from RIKEN Cell Bank (Tsukuba, Japan).

#### Authentication

None of the cell lines used were authenticated.

#### Mycoplasma contamination

The cell lines were not tested for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

C57BL/6J, female, 6weeks of age were obtained from Oriental Yeast Co., Ltd.  
BALB/c-nu/nu, female, 5 to 6weeks of age were obtained from Oriental Yeast Co., Ltd.

#### Wild animals

No wild animals were used in this study.

#### Field-collected samples

N/A

#### Ethics oversight

Animal studies were approved by the Animal Care and Use Committee of Keio University School of Medicine (#14031).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

Human serum and ascites samples were provided by the Biobank of Hyogo Cancer Center.

#### Recruitment

N/A

#### Ethics oversight

Human part of the study was approved by the Keio University Ethics Committee for Medical Research (#20160388).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mouse cells (detailed description available in the methods section)

#### Instrument

Attune (Thermo Fisher) cytometer or CytoFLEX Flow Cytometer (Beckman Coulter) was used for the flow cytometry analysis

#### Software

Attune cytometric software version 2.1.0. or CytExpert

#### Cell population abundance

Cell sorting before flow cytometry analysis was not performed.

#### Gating strategy

For analysis of alive tumor cell in the peritoneal cavity:  
Live cell gating: PI negative area from the density plot of FSC-area versus PI  
Single cell gating: FSC-height versus FSC-area.  
Analysis: CD45 negative area from the density plot of FSC-area versus PI, followed by GFP positive area from the density plot of FSC-area versus GFP.

For immune cell analysis using attune cytometric software:  
Live cell gating: PI negative area from the density plot of FSC-area versus PI  
Single cell gating: FSC-height versus FSC-area.  
Analysis:  
CD45 positive cells; CD45-PE-Cy7 positive area from the density plot of FSC-area versus PE-Cy7.  
CD45 positive CD11c positive cells; CD45-PE-Cy7 positive, CD11c-APC positive, F4/80-PE negative and MHC2-APC-Cy7 positive cells

CD45 positive CD19 positive cells; CD45-APC-Cy7 and CD19-PE-Cy7 double positive area from the density plot.  
 CD45 positive CD3 positive cells; CD45-PE-Cy7 and CD3-PE double positive area from the density plot.  
 CD45 positive NK1.1 positive cells; CD45-PE-Cy7 and NK1.1-PE double positive area from the density plot.  
 CD45 positive CD11b positive cells; CD45-PE-Cy7 and CD11b-APC-Cy7 double positive area from the density plot.  
 CD206 positive cells of CD45 positive CD11b positive cells; CD206-Alexa Fluor 647 positive area from histogram.

For immune cell analysis using attune CytExpert:

Live cell gating: PI negative area from the density plot of FSC-area versus PI

Single cell gating: FSC-height versus FSC-area.

Analysis:

LPMs: CD45 positive CD11b positive F4/80 positive MHC2 negative cells; CD45-PE-Cy7 positive, CD11b-Pacific Blue positive, F4/80-PE positive, and MHC2 APC-Cy7 negative area from the density plot.

intPMs: CD45 positive CD11b positive F4/80 positive MHC2 negative cells; CD45-PE-Cy7 positive, CD11b-Pacific Blue positive, F4/80-PE intermediate positive, and MHC2 APC-Cy7 intermediate positive area from the density plot.

SPMs: CD45 positive CD11b positive F4/80 positive MHC2 negative cells; CD45-PE-Cy7 positive, CD11b-Pacific Blue positive, F4/80-PE negative, and MHC2 APC-Cy7 positive area from the density plot.

CD206 positive cells of LPMs, intPMs, SPMs; CD206-Alexa Fluor 647 positive area from histogram.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

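RNA of ID8G cells and of GO2 cells was measured on 4 Agilent arrays, 2 per cell line. The authors' scanner files hold the intensity of each spot on a linear scale, corrected for background by Feature Extraction 11.5.1.1 and not normalized between arrays, with marks for outlier and saturated spots and for spots well above background. The deposited value table holds log2 values scaled to each array's 75th percentile and centered on each probe's median. Its log2 folds differ from those of Supplementary Data 1 by at most 6.9e-06. It was used for 1 alternative only. Of its per-sample columns, 0 were left unused.

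Values are the log2 intensity minus the array's 75th percentile over probes that are not controls, with spots marked as outliers left out and the spots of one probe averaged. Probes well above background on both arrays of at least 1 cell line were tested (where a probe has several spots, at least as many had to be well above background as not), which gave 28368 probes for 22009 gene names. The fit was made with limma 3.58.1 in R 4.3.3, with cell line as the only term. A probe was called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 difference of at least 1. The figure was drawn with matplotlib 3.10.9 in python 3.11.15. These settings, the comparisons, the rule for named genes and most alternatives were fixed before the data were examined.

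Gene names came from the RefSeq accession of the probe, through a table for GRCm38.p6 that was used for names and for the order of neighboring genes. The arrays were designed on mm9, so no coordinate of that table is given. Of 56605 probes, 32994 (58.3%) matched by accession, and 121 further probes took their symbol from Supplementary Data 1. Other probes keep the identifier in the files. For 29 probes Supplementary Data 1 gives another symbol than RefSeq.

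Named in the text are the genes the paper names, the 10 gene names with the largest increase and the 5 with the largest decrease among called probes that were well above background on all 4 arrays and whose GO2 arrays lay on one side of the ID8G arrays, and from each gene list at most the 3 genes with the highest signal and the 3 with the largest difference. For a gene with several probes, disagreement between them is stated. Other genes that are named were chosen after their values were seen.

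A total of 19 gene lists were written beforehand (adipocyte, cell cycle, collagen, endothelial, epithelial, fibroblast, housekeeping, imprinted, interferon response, lymphocyte, macrophage, factors that act on macrophages, mesenchymal, mesothelial, MHC class I, MHC class II, serpin, and smooth muscle with pericyte, and 1 further list that is not reported here). The 17 lists with at least 2 tested genes were tested on 1 value per gene with camera at a preset correlation of 0.01, and again with fry.

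The alternatives were normexp background correction with an offset of 50, quantile normalization, median centering, no filter on dim probes, a filter for signal well above background on all 4 arrays, a floor at the lowest signal well above background, an intensity trend in the variance, the methods' t-test, the replicate number as a block, the deposited value table, other thresholds, limma treat with a minimum log2 difference of 1, 1 value per gene, and each replicate left out. Normexp used the median pixel of each spot. Scaling to the mean log2 signal of the spike-ins, keeping the spots marked as outliers and counting only gene symbols were added later. The slide as a block was planned but could not be used because there is 1 slide.

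The procedure was tested on simulated data with the spread of these arrays. Of 28344 probes, 200 were given a change of 2 or 4 on the log2 scale, up or down. Of these, 182 (91%) were called in the right direction, and 2 unchanged probes were called. Changes near the 2-fold threshold were not simulated, and the share of changed probes was smaller than the share called in the data. The methods' t-test with Benjamini-Hochberg adjustment called 0 of the changed probes. A simulated list of genes without change was not called by camera, while fry called it at an unadjusted threshold of 0.05.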

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

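The tests of fibroblast transcripts, of array scaling, of the list in Supplementary Data 1 and of the run on chromosome 8 were chosen only after the results were seen.

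The paper reports on the genes higher in GO2 cells, and the other side of the same comparison is a signal it does not discuss. There, 947 probes of 826 gene names were lower in GO2 cells. Of these, 604 probes were well above background in both cell lines, and in 343 the GO2 level was not, so that their fold is a lower bound. If the scaling of the arrays were the source, the spike-in transcripts would be lower in GO2 cells too after the scaling. None of the 7 well above background on all 4 arrays was lower, and the smallest difference was 0.15 on the log2 scale. This argues against the scaling as the source, as far as the spike-ins were added in equal amounts. The balance of the calls does depend on the scaling, since 57.4% of the called probes were higher, and 43.5% with the arrays scaled to the spike-ins, which moves all differences down. Leaving out 1 array moved this share to between 47.8% (without ID8G replicate 1) and 64.1% (without GO2 replicate 1). Loss of whole chromosomes would gather the lower genes on chromosomes with a lowered median. Chromosomes 8 and 6, which have the lowest medians, hold 13.1% of the 572 lower genes that were placed, against 10.3% of the genes tested. Labeling or position on the slide would also move the spike-in transcripts, whose largest difference was 0.278 on the log2 scale. A difference between the cell lines that arose during selection in mice or in culture stays open, and the design has no second selected line to tell these apart.

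A further 431 probes were called higher in GO2 cells and are not in Supplementary Data 1. Of their gene names, 363 had no listed probe among the called ones. Of the 431 probes, 87 were well above background on all 4 arrays. A filter on signal does not account for the absence of these probes, since 60 listed probes were well above background on no array. Neither does a stricter threshold on limma's adjusted p, since 44 of the unlisted probes had a smaller adjusted p than the median listed probe (medians 0.00059 for listed and 0.00513 for unlisted probes). No biological explanation was tested, and what separates the lists stays open.

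A run of neighboring genes on chromosome 8, from Il27ra to Abcc12, was higher in GO2 cells, in a region the paper does not discuss. It was found by a search over all chromosomes for stretches in which the running median of 11 genes exceeded 0.5. The median difference of its 53 genes was 1.06 on the log2 scale (quartiles 0.68 and 1.17), and 49 of them were higher. With the genes that were not well above background in one cell line at their bound, the median was 0.95, and with spike-in scaling it was 0.85. The other 652 genes of the chromosome had a median of -0.19. The 4 pairs of a GO2 with an ID8G array gave medians from 0.98 to 1.05. Of the genes in the run, 29 were called higher and 27 are in Supplementary Data 1. Chance arrangement of changed genes is argued against by 200 shufflings of the genes, in which the highest median of a run of 53 genes was 0.246. The shift was then checked within chromosome 8, already picked with all genes, which cannot tell copy number from shared regulation. The search was repeated there on every other gene, and the genes left out of it were measured. The median of these 23 genes was 1.09 and their lower quartile 0.653, with 20 higher. The dimmer ones alone had a median of 0.93, close to that of all. Such an even shift could come from a gain in copy number of this region in GO2 cells, a hypothesis that was not tested on other data. DNA was not measured, and shared regulation of the region stays open.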

How the results depend on the processing

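Keeping the spots marked as outliers, alone or without the filter on dim probes, scaling to the spike-ins, counting only probes with a gene symbol and every setting for the run on chromosome 8 were chosen only after the results were seen.

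The counts depend most on the test. The methods' t-test with Benjamini-Hochberg adjustment called 0 probes and 0 genes higher and 3 probes and 3 genes lower, 0 of the probes in Supplementary Data 1 and 0 of the paper's first 10 genes (unadjusted p below 0.05, 1001 higher and 728 lower probes). Serpinf1 had the same bound of 8.89 and was no longer called. In simulated data of this size, with a smaller share of changed probes than limma called in the data, the t-test called 0 of 200. Limma treat gave 748 probes (627 genes) higher and 440 (392) lower, a stricter criterion by construction. Normexp background correction gave 818 probes (671 genes) higher and 517 (458) lower, and the cause was not tested. Requiring signal well above background on all 4 arrays gave 666 probes (556 genes) higher and 606 (528) lower, since fewer probes were tested. It removed Serpinf1 from the test, and 1 of the paper's first 10 genes was left among the first 10. Scaling to the spike-ins lowered the median difference of all tested probes from -0.02 to -0.23 on the log2 scale and gave 1102 probes (920 genes) higher and 1434 (1252) lower, as a shift downward of all differences would. Under the other settings that kept all arrays, 1036 to 1395 probes were higher and 799 to 1167 lower.

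Without 1 array in turn, the counts ranged from 1288 to 1628 probes higher and 913 to 1408 lower, and from 1072 to 1432 genes higher and 797 to 1299 lower. The highest count of lower genes came without ID8G replicate 1. In these fits the lone array was assumed to vary like the other cell line. Of the 1277 higher probes, 1122 to 1211 were called again, and of the 947 lower ones 842 to 871. With the replicate number as a block, 1251 probes (1043 genes) were higher and 937 (815) lower. The numbers do not pair the arrays, since the correlation of differences between arrays of the same number was 0.0273 across tested probes.

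Apart from the t-test, the settings called 576 to 919 probes of Supplementary Data 1. Ranking by plain differences in the deposited values put 9 of the paper's first 10 genes among the first 10, against 5 by bounds. The paper's folds are those of the deposited values, so this ranking is no independent check. No bound was computed from the deposited values, which carry no marks for signal over background, so genes at a bound were not compared one by one under this setting.

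With fry in place of camera, 14 gene lists passed an adjusted p of 0.05, against 6. Other settings gave 4 to 9. The number of shifted chromosomes, 7, ranged from 4 to 6 without 1 array and was lowest without either ID8G replicate, and it was 3 with spike-in scaling and 6 to 9 under the other settings. The median of the Serpinf1 neighbours, 0.159, was 0.139 with normexp, 0.192 with quantile normalization and 0.129 with median centering, and 0.155 to 0.184 without 1 array. With spike-in scaling its sign reversed, to -0.0488. The causes of these shifts were not tested. The run on chromosome 8 had medians from 0.85 to 1.07.

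For the genes and lists named, 872 values were compared. Of these, 828 kept their side of the threshold, 34 were no longer past it and 10 newly passed it, and 0 of those past it reversed. Besides the t-test, the losses concern a probe of Apbb1ip (A_52_P33221) and the interferon and serpin lists, and the gains concern the MHC class I list and, with spike-in scaling, the list of factors that act on macrophages and that of smooth muscle with pericyte. The limit is signal over background, since for 614 of the higher probes the ID8G level is not known.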

Differences from the paper's values

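Keeping the spots marked as outliers, alone or without the filter on dim probes, scaling to the spike-ins, and counting only probes with a gene symbol were chosen only after the results were seen.

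The largest -log10 adjusted p was 3.74, where the paper's is about 2.2 in Fig. 1e, read by eye. Among the alternatives set before the data were examined, the values near the paper's were 2.16 with no filter on dim probes, 2.37 with the replicate number as a block, and 2.12 to 2.80 with each array left out. Those that were not near it were normexp background correction, quantile normalization, median centering, signal well above background on all 4 arrays, the floor, the intensity trend, the methods' t-test, the deposited values, the unadjusted threshold and limma treat, with values from 1.33 to 9.04. Keeping the spots marked as outliers with no filter on dim probes, which was chosen after seeing the values, gave 2.16, while keeping them with the filter gave 3.72 and spike-in scaling, also chosen after seeing the values, gave 10.9.

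For the number of genes higher in GO2 cells, 1064 here and 723 in the paper, no setting gave the paper's number. The counts on either side of it were 671 with normexp background correction and 856 with the floor at the lowest signal well above background. With only gene symbols counted, a choice made after seeing the values, the number was 897.

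The paper takes the first genes of its list as the most up-regulated. By fold or lower bound, 5 of its first 10 genes were among the first 10 here, and Igfbp2, Adamts2, Cxcl1, Acta2 and Cthrc1 took the other places. Ranking by plain differences in the deposited values, from which the paper's folds come, put 9 of the paper's genes there. The bounds for the other genes lie below the paper's folds and do not contradict them. Col1a2, measured in both cell lines, had a fold of 180 where the paper's is 179.3, but 76.6 with normexp background correction.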

Other observations

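The tests of fibroblast transcripts, of the agreement of the Serpinf1 probes and of discordant spots were chosen only after the results were seen, and so were the genes named in the search over neighboring genes.

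Serpinf1 and its surroundings. Binding of another transcript to a single probe is argued against by 3 of 3 Serpinf1 probes called higher. A gain in copy number of the region would raise its neighbors with it. The median of the 10 nearest tested genes on chromosome 11 was 0.159 on the log2 scale, far below the increase in Serpinf1, although 8 of 10 were higher. With spike-in scaling the median was -0.05, so that even the sign of a small shift of the region stays open. Among them, Hic1 was at least 30.5-fold higher (ID8G cells were not well above background), while Wdr81 differed by 0.78 and Mir22hg by 0.98.

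Cells of the host in GO2 cultures. GO2 cells were sorted from omental tumors as CD45-negative, GFP-positive cells, so host cells could contribute transcripts only if some passed the sort. For macrophages and lymphocytes, low signal was therefore likely from the outset. Of 44 genes on the array from the macrophage, endothelial, lymphocyte, adipocyte, and smooth muscle and pericyte lists, 32 were not well above background on both GO2 arrays and 2, Acta2 and Tagln, were called higher. Of the 15 fibroblast genes, 8 were not well above background in GO2 cells (Lum, Dpt, Thy1, Fbln1, Mfap5, Pi16, Clec3b and Postn). The other 7 were already above it in ID8G cells, and 5 of these rose. Dcn was lower in GO2 cells by 0.63 on the log2 scale. The results for both groups of lists argue against carried-over host cells of these types as the source of the increases, as far as these probes detect their transcripts. Mesothelial cells were not covered, since all 9 tested mesothelial genes were well above background in both cell lines. Expression of fibroblast genes by the GO2 cells themselves stays open.

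Labeling and position. Of 10 spike-in probes, 7 were well above background on all arrays. After scaling, all 7 were higher in GO2 cells, with a median difference of 0.20, a smallest of 0.15 and a largest of 0.278 (0.19 before scaling), next to a largest difference of 0.25 between replicates. This argues against labeling or position on the slide as the source of differences of 2-fold or more, but effects on parts of an array without spike-ins were not covered.

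Discordant spots. For 27 probes the replicates of a cell line differed by more than 6 on the log2 scale, and all 27 carried an outlier mark from the scanner software. Of these spots, 24 were discordant on GO2 replicate 2, between array lines 362 and 384 of 384 and between columns 14 and 20 of 164. The median distance to the nearest other one was 1 spot, against 25.7 for random spots (permutation test, p = 0.0001, the smallest that 10000 draws can give). This is consistent with a local defect on that array. With the marked spots kept and all probes tested, 43 probes had a log2 difference above 3 and an adjusted p of 0.05 or more (limma), and 23 of them were these spots.

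Gene lists. By camera, 6 of 17 lists had an adjusted p below 0.05, and all 6 also did under fry. Some lists hold genes that the paper names as increased on these arrays, so their outcome was known in part. Among these genes are Col8a1 and Col1a2 (collagen), Col1a2 (fibroblast) and Serpinf1 (serpin). The collagen list had a median difference of 3.08, or 2.68 with dim genes at their bounds (adjusted p = 1.6e-08, 12 of 17 genes higher). The fibroblast list had 3.70 (0.00159, 5 of 7 higher) and shares 3 genes with other lists. The mesenchymal list had 0.75 (0.000463, 4 of 11 higher), the serpin list 1.31, or 1.00 with bounds (0.00517, 5 of 8 higher and 1 lower), and the interferon list 1.36, or 1.32 with bounds (0.0437, 4 of 6 higher and Bst2 lower). The epithelial list had -0.44 (0.00978, Cldn3 and Krt19 lower). Adjusted over the list alone, 12 collagen, 5 fibroblast, 5 mesenchymal, 6 serpin, 5 interferon and 2 epithelial genes were called, against 12, 5, 4, 6, 5 and 2 over all probes.

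The lists that did not pass were MHC class I (median 0.29, adjusted p 0.0534), smooth muscle with pericyte (0.85, 0.134), factors that act on macrophages (0.39, 0.198), endothelial (0.52, 0.198), adipocyte (-1.61, or -0.89 with bounds, 0.198), housekeeping (-0.12, 0.198), cell cycle (-0.17, 0.353), imprinted (-1.71, or -1.49 with bounds, 0.483), macrophage (-0.19, 0.597) and mesothelial (0.00, 0.687). For 1 further list, which did not pass either, no values are reported here. Adjusted over the list alone, 8 genes that act on macrophages were called, the number found over all probes, of which 6 were higher, including Cxcl12 by 4.05, and 2 were lower, Ccl2 at -1.73 and Il34 at -1.35. For the other lists that did not pass, these counts were 2 MHC class I, 2 smooth muscle and pericyte, 1 adipocyte, 1 imprinted and 3 mesothelial genes, and 0 in the rest, as over all probes. The mesothelial list has a median just below 0, a mean of 0.08 and opposite directions in the 2 tests. Fewer than 2 genes of the lymphocyte and MHC class II lists were tested.

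Chromosomes. Camera gave an adjusted p below 0.05 for chromosomes 2, 4, 5 and 19 (higher, medians 0.05, 0.13, 0.08 and 0.09) and 6, 8 and 13 (lower, medians -0.14, -0.16 and -0.12). These are shifts relative to the other genes on the array. Spike-in scaling lowers the differences by nearly the same amount for all genes, which brings the medians of the higher chromosomes below 0. With this scaling 3 chromosomes were past the threshold, and the cause of the smaller number was not tested. Of 256 windows of 10 Mb, the highest median was 0.67, from Sema3d to Magi2 on chromosome 5 with 8 of 11 genes higher, and the lowest was -0.51.

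Genes the paper studies in other experiments. Vim was higher by 0.75 in GO2 cells and did not reach 2-fold. Cdh1 differed by -0.34, Cd14 by -0.69, Tgfb1 by -0.15 and Nos2 by -0.12, and Csf1r was higher by 0.22. Cd68 was higher by 0.19 and Actb, a control gene, by 0.10, and both differences turn negative with spike-in scaling, at -0.01 and -0.11. Il10, Mrc1, Cd163, Msr1 and Il12a were not well above background on both arrays of either cell line. The macrophages in which the paper measures several of these genes were not on these arrays.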
